# DNase I alleviates renal inflammatory injury in MRL/lpr mice by inhibiting NETs formation

**DOI:** 10.3389/fimmu.2025.1656069

**Published:** 2025-10-23

**Authors:** Manling Zhang, Xinran Xie, Gula Da, Hongbin Li, Yong Jin

**Keywords:** DNase I, NETs, renal inflammatory injury, MRL/lpr, lupus nephritis

## Abstract

**Background:**

Lupus nephritis (LN) is one of the most common complications of systemic lupus erythematosus (SLE) and represents a frequent and potentially life-threatening clinical condition. The pathogenesis of LN involves multiple immune cell types. Notably, neutrophil extracellular traps (NETs) formation has been closely associated with renal inflammatory injury. However, the underlying pathophysiological mechanisms remain incompletely understood.

**Methods:**

We administered DNase I to MRL/lpr mice, monitored signs and renal pathology, quantified gene expression levels, and conducted flow cytometry and RNA-seq analysis. The expression levels of NETs molecular markers and key genes involved in relevant molecular pathways were assessed in both an *in vitro* cell model treated with PMA and DNase I, as well as in peripheral blood neutrophils from SLE patients, followed by correlation analysis.

**Results:**

Following DNase I treatment, the lupus-related manifestations, renal pathology, and renal function were significantly improved in the LN mouse model. The expression levels of MPO and CitH3 were reduced, and the expression of inflammatory damage molecules, including IL-1β, TNF-α, and Kim1, was down-regulated. RNA-seq analysis revealed that the neutrophil and T cell activation and chemotaxis pathways were suppressed, and the infiltration of cytotoxic immune cells in the kidneys was decreased in the DNase I-treated group compared to MRL/lpr mice. In an *in vitro* model of PMA-induced neutrophil activation, the addition of DNase I inhibited the expression of MPO and CitH3 and down-regulated the expression of inflammatory signaling molecules (TLR4, MYD88, and HMGB1), chemotactic molecule CCL2, and the key molecule of NETs formation, PADI4. Furthermore, the critical molecules PADI4, HMGB1, TLR4, and MYD88 were significantly upregulated in peripheral blood neutrophils from LN patients, and their expression levels in the kidneys of MRL/lpr mice increased in a time-dependent manner.

**Conclusions:**

DNase I alleviates renal inflammatory injury by inhibiting the NETs/TLR4/MYD88 cell signaling axis, reducing the formation of NETs and the infiltration of immune inflammatory cells such as T cells and macrophages. These findings may provide a novel clinical prevention and treatment strategy for LN.

## 1 Introduction

Lupus nephritis (LN) represents a prevalent and severe complication of systemic lupus erythematosus (SLE), serving as a major cause of mortality among patients. It predominantly affects women and individuals of Asian, African, and Hispanic descent (1). Despite significant advancements in immunosuppressive agents and other therapeutic modalities over the past decades, the complete remission rate remains below 50%, with a 2-year recurrence rate reaching up to 30%. Additionally, approximately 30% of patients progress to chronic renal insufficiency (2). Given the intricate pathogenesis of LN, particularly involving the activation of diverse immune cells and their mediation of inflammatory damage to renal parenchymal cells (3), elucidating the mechanisms of immune-mediated injury in LN and developing targeted therapies remain critical challenges for researchers and clinicians.

As the most abundant innate immune cells in the blood, neutrophils exert a critical regulatory function in the pathogenesis of LN (4–6). They contribute to renal tissue damage, increased urine protein levels, and renal function decline through infiltration (7). Recent studies indicate that targeted intervention of neutrophil aggregation can significantly ameliorate kidney injury (8). In addition to directly damaging renal intrinsic cells through phagocytosis, neutrophils can induce tissue necrosis and inflammatory self-amplifying cycles in the kidney by releasing extracellular traps composed of chromatin fibers carrying immunostimulatory molecules, as well as various enzymes and proteins from the cytoplasm and neutrophil granules, known as neutrophil extracellular traps (NETs) (9–11). The process by which NETs are formed is referred to as NETosis., involves the activation of multiple protein kinases. During NETosis, the release of nuclear DNA from neutrophils entails several critical steps: i) Chromatin decondensation: The citrullination of arginine residues on histone H3, catalyzed by peptidyl-arginine deiminase 4 (PADI4), represents a pivotal initiating event that drives chromatin decondensation. This modification weakens the interaction between histones and DNA (12). ii) Nuclear envelope rupture: Disruption of the nuclear envelope is mediated by phosphorylation of lamins. Phosphorylation of lamin B by protein kinase Cα (PKCα) has been shown to directly compromise nuclear envelope integrity (13). Additionally, phosphorylation of lamin A/C by cyclin-dependent kinases CDK4/6 also promotes nuclear membrane disintegration, enabling chromatin translocation into the cytosol (14). iii) Plasma membrane breakdown: The release of decondensed chromatin complexed with cytotoxic proteins into the extracellular space requires plasma membrane disruption. This final step is facilitated by cytoskeletal remodeling, particularly the disassembly of the actin cytoskeleton, which plays a crucial role in the assembly and release of NETs (15, 16).

Through renal biopsy of LN patients, it was confirmed that NETs were present in the glomerular region of inflammatory injury, and the degree of NETs infiltration was positively correlated with the pathological manifestations of LN (6). Studies have reported that NETs can induce a resident inflammatory response in the kidneys of patients with active LN (17). Mechanistic investigations revealed that NETs expose the histone-DNA complex to activate Toll-like receptors (TLRs) *in vivo*, thereby promoting type I interferon synthesis by plasmacytoid dendritic cells (18, 19). In the inflammatory lesion psoriasis, NETs can activate the Toll-like receptor 4 (TLR4) signaling pathway to amplify skin inflammation, and further recruiting neutrophils to the skin, thus exacerbating skin inflammatory injury (20). In models of liver inflammatory injury, PADI 4 inhibitors or DNase I treatment can significantly protect hepatocytes and mitigate the inflammatory response following liver ischemia-reperfusion (I/R) injury by targeting the inhibition or degradation of NETs (21). DNase I has also been shown to significantly reduce NETs levels, decrease inflammatory cell infiltration into tissues, and alleviate organ inflammatory damage in the kidneys of rats with vasculitis (22).

In our previous study, we integrated bioinformatics analysis of PBMCs with kidney transcriptomics data from LN patients sourced from the GEO database to identify and validate core genes associated with neutrophil activation and closely linked to the pathogenesis of LN. Dysregulated expression of these core genes was significantly correlated with the formation of NETs resulting from neutrophil activation. Furthermore, we demonstrated that DNase I effectively targeted and degraded NETs in the kidneys of LN mouse models, leading to a significant improvement in renal function (23). However, the precise molecular mechanism by which DNase I mitigates renal inflammatory injury in LN through targeting NETs remains to be fully elucidated. To address this mechanistic question, we conducted RNA-seq analysis on kidney tissues from C57 mice, MRL/lpr mice, and MRL/lpr mice treated with DNase I. Furthermore, comprehensive molecular and experimental investigations were performed using both *in vitro* cell models and the *in vivo* MRL/lpr mouse LN model. These analyses, employing a range of molecular biological techniques, elucidated the specific mechanism by which DNase I promotes targeted degradation of NETs, suppresses NET-induced neutrophil activation, reduces infiltration of pro-inflammatory immune cells, and mitigates renal inflammatory injury. Specifically, NETs exacerbate renal inflammation through activation of the NETs/TLR4/MYD88 signaling axis, leading to recruitment of T cells, macrophages, and other inflammatory immune cells. DNase I interrupts this inflammatory cascade by downregulating the expression of key signaling molecules, including TLR4 and MYD88, thereby disrupting the NET-mediated injury loop. These findings offer novel insights and potential therapeutic targets for the future treatment of LN. Additionally, several critical molecules—PADI4, HMGB1, TLR4, and MYD88—were identified as being closely associated with NETs formation and function, suggesting their potential utility as molecular biomarkers for NETs-mediated renal injury in LN.

## 2 Methods

### 2.1 Mice and experimental treatment

The animal experiments in this study were conducted in strict compliance with the experimental protocol approved by the Medical Ethics Committee of the Affiliated Hospital of Inner Mongolia Medical University (ethical approval number: YKD202402089). Female MRL/lpr mice aged 6–8 weeks were procured from Spefu (Beijing) Biotechnology Co., Ltd., and female C57BL/6J mice aged 8 weeks were obtained from Beijing Weitong Lihua Laboratory Animal Technology Co., Ltd. In this study, a total of 25 MRL/lpr mice were designated as the experimental group, while 20 C57BL/6J mice served as the control group. The experimental groups were subdivided into model groups at 15, 17, 19, and 21 weeks of age, as well as DNase I treatment groups. The control groups were similarly divided into subgroups corresponding to 15, 17, 19, and 21 weeks of age. Considering that MRL/lpr mice begin to exhibit lupus-like skin manifestations at 17 weeks of age, mice in the DNase I treatment group received daily intraperitoneal injections of DNase I (11284932001, Roche) starting at 17 weeks until they were euthanized at 21 weeks. Mice in the 21-week MRL/lpr model group and the normal control group were handled according to previously described protocols (23).

### 2.2 Collection and biochemical analysis of serum and urine samples

In the 21-week model group, the DNase I treatment group, and the 21-week control group, serum and urine samples were collected at 21 weeks, ensuring a consistent time of day (9:00-11:00 am). The concentration of serum anti-dsDNA (5120, ADI) was quantified using an ELISA assay. The urine protein concentration was determined by the Coomassie Brilliant Blue (CBB) method, while the serum creatinine concentration was measured using a creatine enzyme-coupled with creatine alkaline oxidase method. Serum urea nitrogen concentration was assessed via the urease method. All reagent kits were procured from Nanjing Jiancheng Bioengineering Institute (C035-2-1, C011-2-1, C013-2-1).

### 2.3 Histological examination

Kidney tissues were fixed, embedded in paraffin, and sectioned at a thickness of 2 μm. Subsequently, the sections underwent HE staining, PAS staining, Masson staining, and were processed according to standard histological protocols for evaluation. Positive staining areas were quantified by measuring five randomly selected fields under a light microscope (Leica). The pathological changes in renal tissue were semi-quantitatively assessed according to the previously published literature (23). Collagen-positive areas were further quantified using ImageJ software (National Institutes of Health).

### 2.4 Immunofluorescence and Immunohistochemical analysis

Renal tissue immunofluorescence and immunohistochemical analyses were conducted using 2 μm paraffin-embedded sections. Following deparaffinization and hydration, the sections underwent antigen retrieval in citrate buffer at high temperature and were subsequently blocked with sheep serum (ZLI-9022, ZSGB-BIO). The sections were then incubated overnight at 4 °C with either a primary anti-mouse IgG antibody (1:200, GB23301, Servicebio), a primary anti-myeloperoxidase (MPO) antibody (1:200, AB_396309, BD PharMingen), anti-neutrophil elastase (NE) antibody (1:200, 27642-1-AP, Proteintech), or an anti-citrullinated histone H3 (CitH3) antibody (1:200, ab5103, Abcam). For immunofluorescence staining, the sections were further incubated with secondary antibodies at room temperature for 1 hour, followed by DAPI (Sigma-Aldrich, St. Louis, MO) nuclear counterstaining and observation under a fluorescence microscope. For immunohistochemical analysis, the sections were stained with 3,3’-diaminobenzidine (DAB) after secondary antibody incubation, and images were captured from five randomly selected positive fields. The positive area of IgG deposition was quantified using ImageJ software (National Institutes of Health), and semi-quantitative scoring was performed using a repeated measures method.

Neutrophils were isolated from the blood of lupus nephritis patients and healthy controls using Ficoll density gradient centrifugation. The isolated neutrophils were subsequently treated with phorbol 12-myristate 13-acetate (PMA, 25 ng/mL, P1585, Sigma-Aldrich), deoxyribonuclease I (DNase I, 1 mg/mL, 11284932001, Roche Diagnostics), and anti-myeloperoxidase (MPO, 1:200, AB_396309, Roche Diagnostics). Immunofluorescence staining was performed using either BD PharMingen antibodies or anti-citrullinated histone H3 (CitH3, 1:200, ab5103, Abcam), as previously described in the literature (23).

### 2.5 Western blot analysis

Western blotting was performed as previously described (AJP and Frontiers). Whole-cell and tissue lysates were prepared using RIPA buffer (Beyotime Biotechnology, Shanghai, China). The following antibodies were utilized: NE (1:1000, 27642-1-AP, Proteintech); Cit H3 (1:1000, ab5103, Abcam); TLR4 (1:1000, 19811-1-AP, Proteintech); MYD88 (1:1000, 67969-1-Ig, Proteintech); IL6 (1:1000, GB11117-100, Servicebio); INOS (1:1000, 18985-1-AP, Proteintech); GAPDH (1:3000, HRP-60004, Proteintech) served as the loading control. The original image files for the western blot can be found in **Supplementary Data Sheet 1**.

### 2.6 RNA-seq processing and analysis

RNA sequencing (RNA-seq) was conducted by Shanghai Ouyi Biomedical Technology Co., Ltd. Initially, total RNA was extracted from kidney samples. Subsequently, the purity and concentration of RNA were assessed, followed by measurement of RNA integrity using an Agilent Bioanalyzer or equivalent method. Samples that met quality control criteria were utilized for library preparation. Transcriptome sequencing was performed on the Illumina HiSeq X Ten platform provided by Novogene Bioinformatics Technology. HTSeq software (version 0.6.0) was employed to align 100 bp paired-end reads to reference genes. Gene expression levels were quantified as fragments per kilobase of transcript per million mapped reads (FPKM). The resulting sequencing data have been deposited in the NCBI Sequence Read Archive (SRA) under accession number PRJNA648341.

Principal Component Analysis (PCA) was employed to reduce the dimensionality of the data and analyze biological reproducibility within groups as well as differences between groups. The dataset was normalized using DESeq2 software, followed by log2 |fold change (FC)| transformation of all gene expression data. A gene was identified as a differentially expressed gene (DEG) if its corrected q-value was less than 0.05 and log2 |FC| exceeded 2. Reactome pathway enrichment analysis and Gene Ontology (GO) enrichment analysis were conducted on the identified DEGs using various databases. Additionally, the TIMER algorithm, which serves as a computational tool for estimating the abundance of diverse immune cell types in complex tissues such as large solid tumors, was utilized in this study to estimate the proportions of immune cell subsets in the kidneys of MRL/lpr mice.

### 2.7 Flow cytometry

After euthanizing the mice, their spleens were harvested, dissociated, and filtered through a 70 μm cell strainer to generate a single-cell suspension. Lymphocytes were subsequently isolated by density gradient centrifugation using lymphocyte separation solution. The following antibodies were utilized for staining: anti-CD3 antibody (E-AB-F1013Q), anti-CD4 antibody (E-AB-F1097S), anti-CD8 antibody (E-AB-F1104J), anti-CD19 antibody (E-AB-F0986E), anti-CD25 antibody (E-AB-F1102D), and anti-Foxp3 antibody (E-AB-F1238E), all sourced from Elabscience (China). Cells were incubated with these antibodies at room temperature in the dark for 30 minutes. The proportions of lymphocyte subsets were then analyzed by flow cytometry using a BD FACS Melody instrument. Flow cytometry data were processed and analyzed using FlowJo software (Tree Star).

### 2.8 RNA isolation and RT-PCR

Total RNA was extracted from mouse kidney, spleen, or neutrophils using the RNA extraction kit (Promega). The concentration and purity of the RNA were assessed using a spectrophotometer. Subsequently, RNA was reverse transcribed into cDNA using HiScript II Q RT SuperMix (Vazyme) in accordance with the manufacturer’s protocol. Quantitative PCR was performed on a Light Cycler 480 II (Roche) using ChamQ SYBR qPCR Master Mix (Vazyme), following the manufacturer’s instructions. The thermal cycling protocol included an initial denaturation step at 95°C for 30 seconds, followed by 40 cycles consisting of denaturation at 95°C for 10 seconds, annealing at 60°C for 30 seconds, and extension at 72°C for 30 seconds. Relative gene expression levels were determined using the 2^-△△Ct^ method, with β-Actin or GAPDH mRNA serving as internal references. All reactions were conducted in triplicate, and the specificity of the amplification products was confirmed by melting curve analysis. The sequence of the primers used in the RT-PCR is shown in **Supplementary Table S1**.

### 2.9 Statistical analysis

Statistical analyses were conducted using GraphPad Prism version 6.0, and all summary data are expressed as the mean ± SD of each independent experiment. Comparisons between groups were performed using a t-test for two-group comparisons or one-way ANOVA for multiple-group comparisons. A *P* value of less than 0.05 was considered to indicate statistical significance.

## 3 Result

### 3.1 DNase I attenuates lupus erythematosus-like symptoms and mitigates renal pathological damage in MRL/lpr mice

MRL/lpr mice began to develop skin lesions on the head, face, and trunk at 18 weeks of age. Meanwhile, the lymph nodes, spleen, and kidneys of MRL/lpr mice were markedly enlarged compared to those of normal control (NC) C57BL/6 mice; this finding is consistent with the established phenotype of systemic lupus erythematosus in this model. Lymph nodes from control mice were not included in the figures due to their small size and limited visibility. Following 4 weeks of DNase I treatment, skin lesions and alopecia, as well as lymphadenopathy (**Figures 1A, D**), splenomegaly and renal enlargement (**Figures 1B, E**), were ameliorated. Additionally, weight loss was halted in DNase I-treated mice compared with untreated MRL/lpr mice (**Figure 1C**).

**Figure 1:**
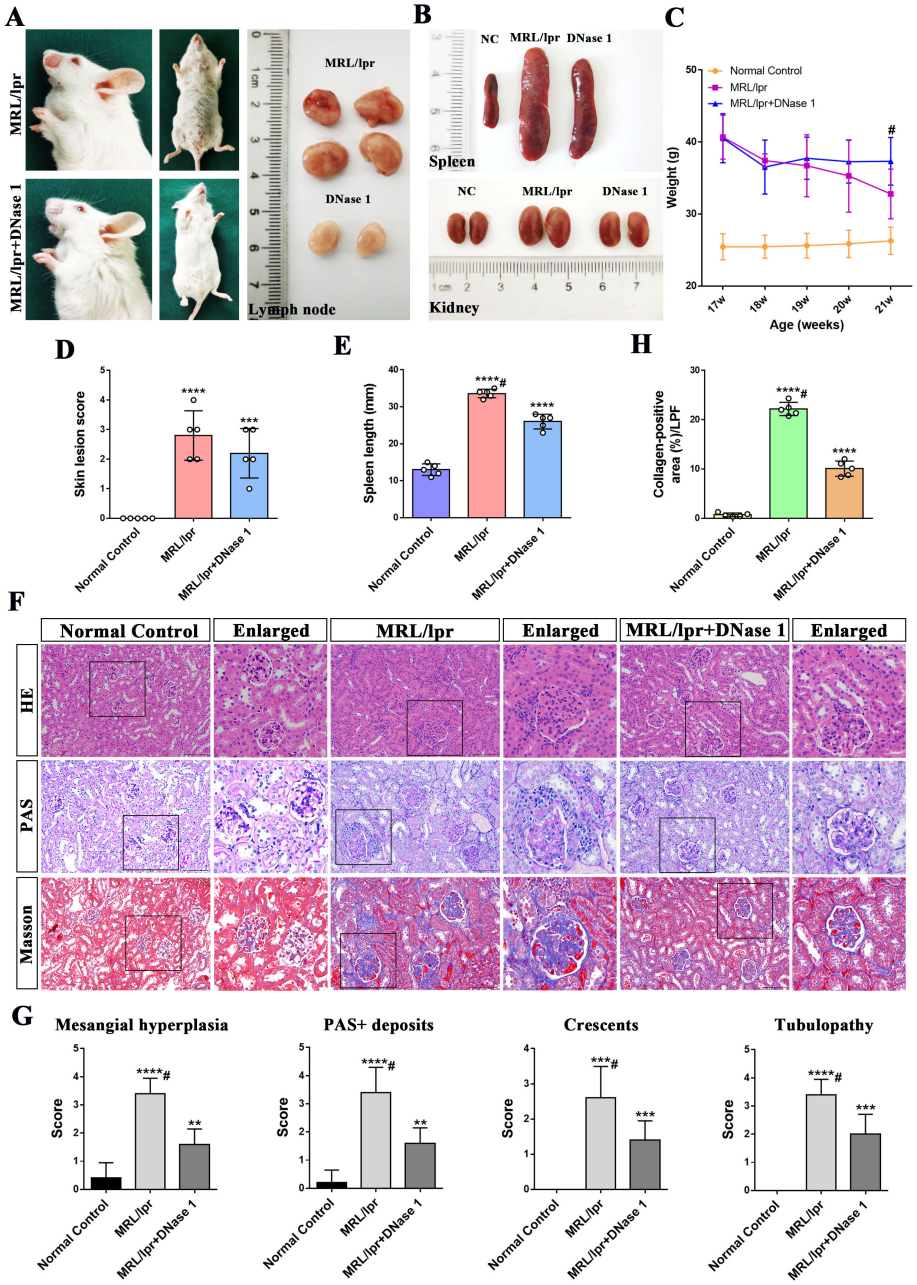
DNase I ameliorates lupus erythematosus-like symptoms and attenuates renal pathological damage in MRL/lpr mice. **(A)** Representative histological images of the skin, lymph nodes, from MRL/lpr and DNase I-treated mice (21 weeks of age). **(B)** Representative histological images of spleen, and kidney from Normal Control (NC), MRL/lpr and DNase I-treated MRL/lpr mice (21 weeks of age). **(C)** Statistical plot of body weight changes in the NC, MRL/lpr and DNase I-treated MRL/lpr group at the beginning and end of the experimental period. **(D)** Assessment of skin lesion scores and **(E)** spleen length in NC, MRL/lpr and DNase I treatment MRL/lpr group. **(F)** Representative HE, PAS, and Masson-stained renal tissue sections from 21-week-old NC, MRL/lpr and DNase I-treated MRL/lpr mice (scale bar, 100 μm). **(G)** Semi-quantitative renal pathological scoring, including mesangial cell proliferation, PAS-positive deposition, tubular injury, and crescentic lesion formation, in the NC, MRL/lpr and the DNase I-treated MRL/lpr group. **(H)** Quantitative analysis of collagen-positive blue staining area (low-power field, LPF) in renal tissues of different experimental group. Data were expressed as means ± SD for groups of five mice. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. normal control (*t* test). #*P* < 0.05 vs. MRL/lpr mice (Bonferroni correction; two comparisons were made). 17, 18, 19, 20, 21W: 17, 18, 19, 20, 21 weeks of MRL/lpr mice. HE, hematoxylin and eosin; PAS, periodic acid-Schiff.

In comparison to normal controls, HE and PAS staining revealed glomerular immune complex deposition, renal interstitial inflammatory cell infiltration, and glomerular crescent formation in the MRL/lpr mice model group at 21 weeks of age. In contrast, the DNase I-treated group exhibited less severe glomerular damage, with only moderate mesangial and endothelial cell proliferation and reduced inflammatory cell infiltration (**Figure 1F**). Masson’s trichrome staining and statistical analysis demonstrated that collagen deposition in the kidneys of MRL/lpr mice was significantly increased compared with NC mice, while collagen deposition was significantly improved after DNase I treatment (**Figures 1F, H**). Additionally, pathological scoring revealed that, compared with the normal control group, the MRL/lpr mouse model group exhibited marked mesangial cell proliferation, PAS-positive deposition, crescentic lesions, and renal tubular injury. However, these indicators of kidney injury were significantly reduced in the DNase I treatment group (**Figure 1G**). Collectively, these findings suggest that lupus-like symptoms were markedly improved and renal pathological damage was attenuated in the LN mouse model after DNase I treatment.

### 3.2 DNase I improved disease activity and renal function while inhibiting the formation of NETs in the kidney of MRL/lpr mice

To further investigate whether DNase I exerts an effect on disease activity and renal function recovery in LN mice, we measured LN autoantibodies and molecular markers associated with renal function. At 21 weeks of age, serum concentrations of anti-dsDNA, ANA, creatinine, urea nitrogen, and urinary protein were significantly elevated in the MRL/lpr mice model group but markedly reduced in the DNase I-treated group compared with the normal control group. Notably, serum urea nitrogen levels returned to normal in the DNase I-treated group (**Figure 2A**). Immunohistochemical staining revealed a reduction in IgG antibody deposition in the kidneys of LN mice following DNase I treatment (**Figure 2G**), suggesting that DNase I reduced the deposition of antibody immune complexes (ICs) in the kidneys of MRL/lpr mice.

**Figure 2:**
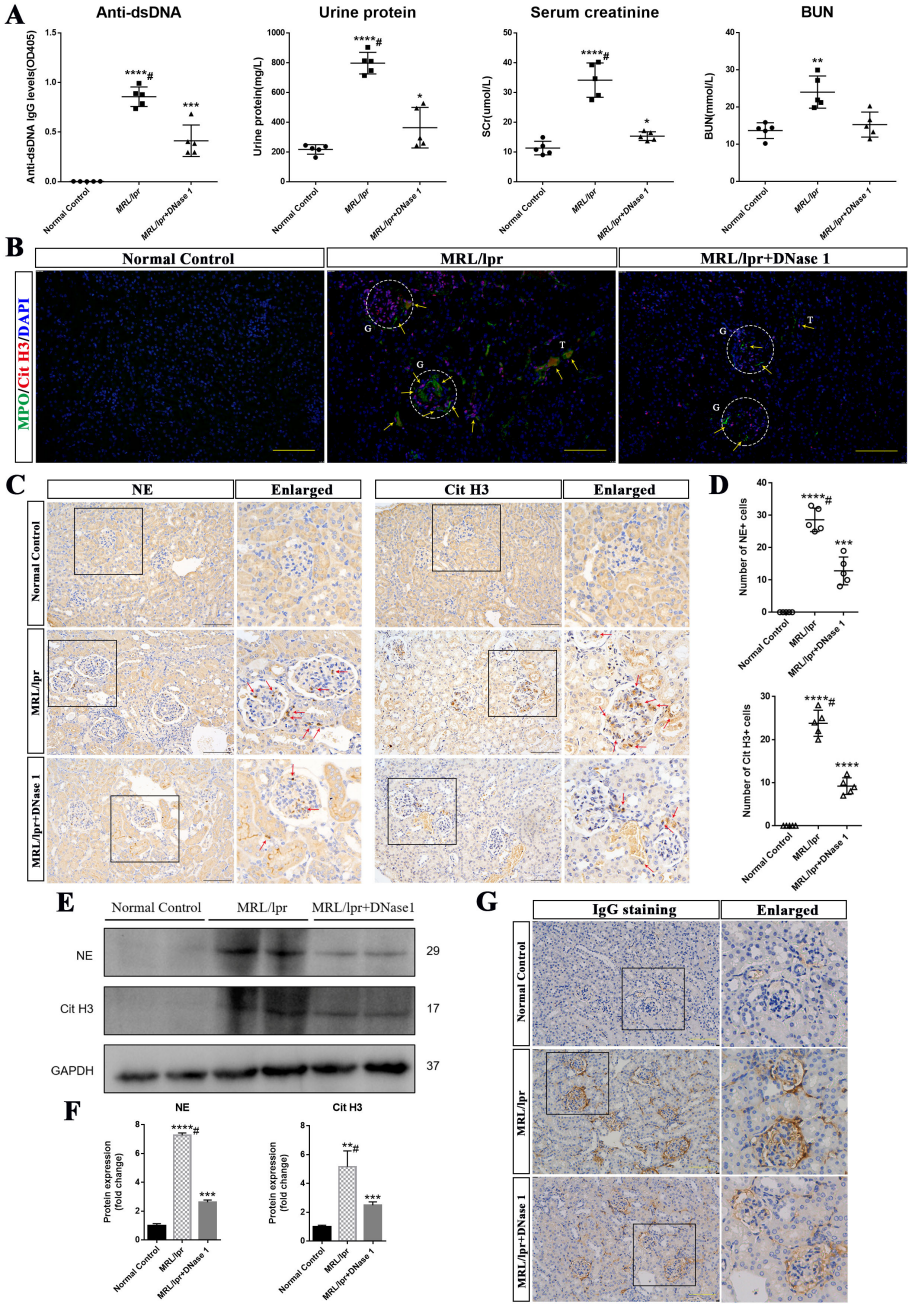
DNase I ameliorated renal function and inhibited the formation of neutrophil extracellular traps (NETs) in MRL/lpr mice. **(A)** Levels of anti-double-stranded DNA antibodies (Anti-dsDNA), urinary protein, serum creatinine (SCr), and blood urea nitrogen (BUN) in Normal Control (NC), MRL/lpr and DNase I-treated MRL/lpr mice at 21 weeks of age (n=5). **(B)** Representative immunofluorescence images (scale bar, 100 μm) showing renal MPO (green), Cit H3 (red), and DAPI (blue) staining in NC, MRL/lpr and DNase I-treated MRL/lpr group. Glomeruli was located with capital G and white circle. Capital T indicate the renal tubules. Yellow arrows indicate MPO and Cit H3 double-positive NETs. **(C)** Immunohistochemistry analysis of NE and Cit H3 from the NC, MRL/lpr and DNase I treatment MRL/lpr group at 21 weeks of age. Red arrows indicate NE or Cit H3 positive cells. (scale bar, 100 μm) **(D)** Scatter plot statistical analysis of the number of NE and Cit H3 positive cells in different group of kidney sections. **(E, F)** Western blot analysis was performed to assess the expression levels of NE and Cit H3 in kidney tissues from the NC, MRL/lpr and DNase I-treated MRL/lpr group. **(G)** Representative images depicting IgG deposition in the kidneys of NC, MRL/lpr, and DNase I-treated MRL/lpr mice (scale bar, 100 μm). Data were expressed as means ± SD for groups of five mice. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. normal control (*t* test). #*P* < 0.05 vs. MRL/lpr mice (Bonferroni correction; two comparisons were made).

Among the various NETs-related active components, MPO, neutrophil elastase (NE) and CitH3 detection are widely utilized for the identification of NETs across different diseases (24, 25). Given prior studies demonstrating the crucial role of NETs in LN pathogenesis (23), we also examined MPO and CitH3 expression in the kidneys of different groups of mice using immunofluorescence. Our results demonstrated that MPO and CitH3 exhibited strong positive expression in the kidneys of MRL/lpr mice compared to those of normal control mice, and the NETs were predominantly deposited in the glomerulus, with only a portion of deposition observed in the renal interstitium. Notably, the expression levels of these markers were markedly reduced following DNase I treatment (**Figure 2B**). Furthermore, immunohistochemical analysis revealed that the number of NE- and CitH3-expressing cells in the kidneys of MRL/lpr mice was significantly higher compared to NC mice, which exhibited minimal expression. Notably, following DNase I treatment, a marked reduction in NE- and CitH3-positive cells was observed (**Figures 2C, D**). Western blot analysis further confirmed that the renal expression of NE and CitH3 was significantly decreased in DNase I-treated MRL/lpr mice compared to untreated MRL/lpr mice (**Figures 2E, F**). These results suggest that DNase I can substantially attenuate disease activity and renal dysfunction in a mouse model of LN, inhibit the activation of NETs in the kidney, which is closely associated with the pathogenesis of the disease, and thereby mitigate renal damage.

### 3.3 RNA-seq revealed the activation of neutrophils in MRL/lpr mice kidneys, and downregulation of immune cell chemotaxis and upregulation of damage repair pathway following DNase I treatment

To further investigate the potential molecular mechanisms underlying DNase I-targeted NETs in the treatment of LN in a mouse model, we conducted RNA sequencing on kidney tissues from four 21-week-old MRL/lpr mice (Lpr), four MRL/lpr mice treated with DNase I (DNase), and three sex- and age-matched healthy control mice (Ctr). 

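The kidneys came from 3 C57BL/6J control mice (Ctr), 4 untreated MRL/lpr mice (Lpr) and 4 MRL/lpr mice given DNase I from week 17 (DNase), all at 21 weeks of age. MRL/lpr mice carry a mutation of Fas and develop a lupus-like nephritis, and DNase I is an enzyme that digests DNA outside cells. The controls differ from the other groups in strain as well as in disease, so a difference from Ctr holds both. The authors deposited the number of reads counted on each gene, without normalization, and the FPKM values computed from these counts, for 25677 genes listed by symbol. The paper's text does not name the genome build or the annotation, so no gene positions are given. Between 33469858 and 38460873 reads per kidney were counted on genes, with a median of 33901357 in Ctr, 35962749 in Lpr and 36815018 in DNase. A count of 3 or fewer in every kidney of a group is treated as the floor, and this floor covers counting error only. Counts of Xist, which is expressed in females, lay between 4707 and 21321 per kidney, and no gene of the Y chromosome that was checked exceeded 9 counts. Fas lay between 5.72 and 8.67 CPM in the MRL/lpr kidneys and between 6.00 and 7.84 CPM in Ctr, so the level of this gene does not tell the strains apart. The groups were compared in pairs with edgeR's quasi-likelihood test after TMM normalization, with the libraries of the 2 groups alone in each fit. Genes with too few counts were left out by edgeR's filterByExpr. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was above 2, as the rule is written in the paper's methods. Means are given in CPM, the counts scaled to a common library size, with the SD between mice. In Lpr replicate 3, counts fell with gene length relative to the mean of all kidneys, with a slope of -0.393 log2 units per doubling of length. The slopes of the other 10 kidneys lay between -0.0433 and 0.0775.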

We identified 1265 upregulated differentially expressed genes (DEGs) and 533 downregulated DEGs in MRL/lpr mice kidneys compared to controls. In contrast, the DNase I treatment group showed 8 upregulated genes and 19 downregulated genes compared to the MRL/lpr mice group. 

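Of 16074 genes tested between Lpr and Ctr kidneys, 747 were called higher and 182 lower in Lpr. At an unadjusted p under 0.05, 3434 genes differed, where chance alone gives about 804. The analysis of log2(FPKM + 1) values with limma moved these counts most, to 183 higher and 30 lower. With each kidney left out in turn, the total of called genes stayed between 663 and 969. Mybphl had 7.16 ± 2.20 CPM (SD, n = 4) in Lpr and no count in any of the 3 Ctr kidneys, at least 80.7-fold higher. AI506816 was at least 95.6-fold higher and Cd5l at least 63.8-fold higher. Marco was at least 68.8-fold higher, but its mean of 6.10 ± 9.74 CPM (SD, n = 4) included 20.7 CPM in Lpr replicate 3 and 1.67 CPM or less in the other Lpr kidneys, and its adjusted p of 0.0296 rose to 0.127 without Ctr replicate 1, to 0.119 without Ctr replicate 2 and to 0.12 without Ctr replicate 3. Rps18-ps4, a pseudogene of a ribosomal protein, had a log2 fold change of 7.41 (standard error 1.21, adjusted p = 0.00574 from edgeR), with 33.0 CPM in Lpr replicate 3 and 5.69 CPM or less in the other Lpr kidneys. Among the lower genes, Serpina1d fell from 55.9 ± 33.8 CPM (SD, n = 3) in Ctr to 0.214 ± 0.0771 CPM (SD, n = 4) in Lpr, a log2 fold change of -8.01 (standard error 0.545, adjusted p = 0.000201 from edgeR). Kcnj12 had a log2 fold change of -5.95 (standard error 0.448, adjusted p = 0.000322 from edgeR). Trim12a was at least 91-fold lower, Tmem61 at least 52-fold lower and AA388235 at least 41.8-fold lower.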

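Between DNase and Lpr kidneys, 15832 genes were tested and 0 were called in either direction. At an unadjusted p under 0.05, 886 genes differed, 343 higher and 543 lower in DNase, where chance alone gives about 792. The smallest adjusted p over all genes was 0.82. Without a threshold on the fold change the count from edgeR was also 0. DESeq2 in place of edgeR moved the counts most among the settings chosen beforehand, to 2 higher genes (Pax5 and Ces1b) and 3 lower genes (F13a1, Clec3b and Mchr1). These genes are named because the counts are small, after their values were seen. Leaving out Lpr replicate 3 raised the genes with an unadjusted p under 0.05 to 1618, and leaving out Lpr replicate 4 raised them to 1487. Leaving out DNase replicate 4 lowered them to 537. No gene was called by edgeR in any of these fits. The genes nearest to the threshold are given by their p alone. Cndp1, a dipeptidase gene, had 34.2 ± 2.31 CPM (SD, n = 4) in DNase and 16.8 ± 3.12 CPM (SD, n = 4) in Lpr, a log2 fold change of 1.03 (standard error 0.157, adjusted p = 0.82 from edgeR). Ces1b, Rfx4, Cnpy1 and Sucnr1 followed, with log2 fold changes of 2.58, 2.24, 1.99 and 0.78. Of these, Ces1b, Rfx4 and Cnpy1 had few counts. Their means were 0.092, 0.079 and 0.21 CPM in Lpr and 0.56, 0.38 and 0.84 CPM in DNase. Among the lower genes, Ang had a log2 fold change of -1.03 (standard error 0.186, adjusted p = 0.82 from edgeR). F13a1 followed with 2.17 ± 1.02 CPM (SD, n = 4) in DNase and 8.73 ± 3.40 CPM (SD, n = 4) in Lpr. Clec10a, Myh2 and Aacs had log2 fold changes of -1.49, -1.74 and -0.88. DESeq2, the tool that the paper names, gave adjusted p of 8.34e-05 for Cndp1, 0.00115 for F13a1, 0.00204 for Ang, 0.0121 for Clec10a and for Myh2, 0.0122 for Sucnr1, 0.0214 for Cnpy1, 0.0368 for Ces1b, 0.069 for Aacs and 0.0987 for Rfx4. Without a threshold on the fold change DESeq2 called 10 higher and 7 lower genes. On all 11 libraries with a threshold of 1 on the log2 fold change, DESeq2 called 8 higher and 16 lower genes. This setting, chosen after seeing the values, came within 1.5 times of the paper's 8 and 19, while edgeR called 0 with that threshold. Over the 35 ways to split the 8 MRL/lpr kidneys into 4 and 4, the real one included, the number of genes with an unadjusted p under 0.05 had a median of 486 and reached 1462.

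**Figure D1:**
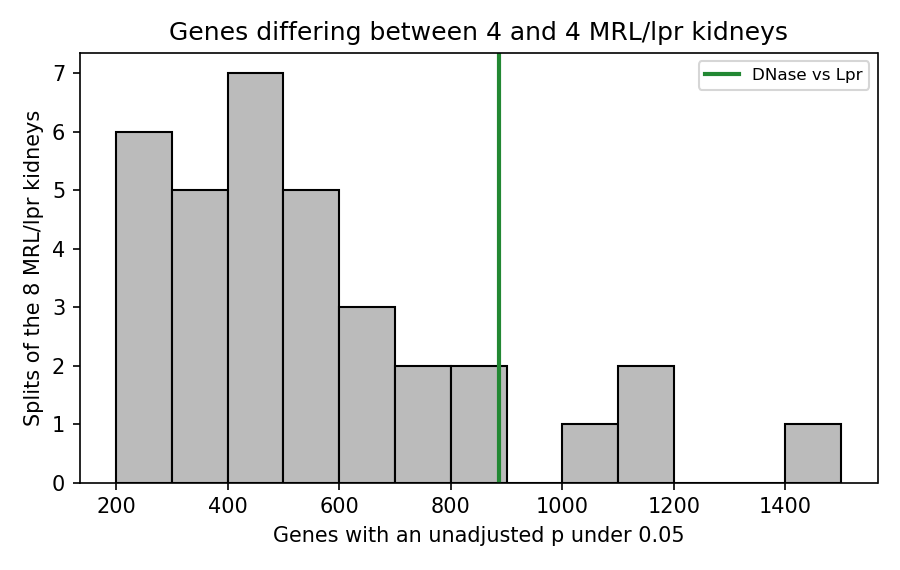
Number of genes with an unadjusted p under 0.05 (horizontal axis) in the splits of the 8 MRL/lpr kidneys into 4 and 4 other than the real one (bars, number of splits on the vertical axis). The line marks the real split, DNase against Lpr, at 886 genes, and 5 of the 35 splits, the real one included, reach this number.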

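Complete-linkage clustering was computed on 1 minus the Pearson correlation of scaled log2 CPM. With the 929 genes called between Lpr and Ctr, the 3 Ctr kidneys formed a cluster apart from the 4 Lpr kidneys, and also apart from all 8 MRL/lpr kidneys when the DNase kidneys were included. Genes called between groups separate these groups by construction. No clustering on genes called between DNase and Lpr was possible, because none was called. With all 15832 tested genes, the 8 MRL/lpr kidneys fell into a cluster of DNase replicates 1, 2 and 4 with Lpr replicate 4 and a cluster of the other 4 kidneys, so that 2 kidneys lay outside their group. Average linkage set Lpr replicate 3 apart from the others, with 3 kidneys outside their group.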

Hierarchical clustering analysis of DEGs revealed distinct gene expression profiles across the three groups. Additionally, principal component analysis (PCA) demonstrated that the three groups exhibited both high biological reproducibility and inter-sample differences (**Figures 3A, B**). 

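Principal components were computed from log2 CPM of 16500 genes, centred and not scaled. The first component held 48.7% of the variance, the second 18.4% and the third 9.32%. With the 500 most variable genes alone, the share of the first component was 73.9%. Ctr kidneys lay between -90.2 and -84.6 on the first component and MRL/lpr kidneys between 17.9 and 52.7. On the second component, Lpr replicate 3 lay at 101.8 and every other kidney between -21.6 and 6.57. On the fourth component, with 6.57% of the variance, DNase kidneys lay between -24.3 and -11.3 and Lpr kidneys between -5.70 and 51.6, without overlap, while they overlapped on the others of the 5 components examined. This component is named after all 5 were seen. Chance separates 4 from 4 kidneys on 2.86% of components. The mean distance between a DNase and an Lpr kidney was 89, against 108 between 2 Lpr kidneys and 63.7 between 2 DNase kidneys. Without Lpr replicate 3, the mean distance between 2 Lpr kidneys was 85.2 and that between a DNase and an Lpr kidney 77.2. Distances to Ctr were larger, with a mean of 149 for Lpr and 134 for DNase, where 2 Ctr kidneys were 77.3 apart. The separation of DNase from Lpr was not larger than the spread within the groups (pseudo-F 1.12, p = 0.257, exact permutation test, one-sided for a larger pseudo-F, over the 35 splits of the 8 MRL/lpr kidneys, of which the smallest possible p is 0.0286). With each of the 8 kidneys left out in turn, this p lay between 0.0571 (without Lpr replicate 4) and 0.657 (without DNase replicate 1), by the same exact permutation test.

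**Figure D2:**
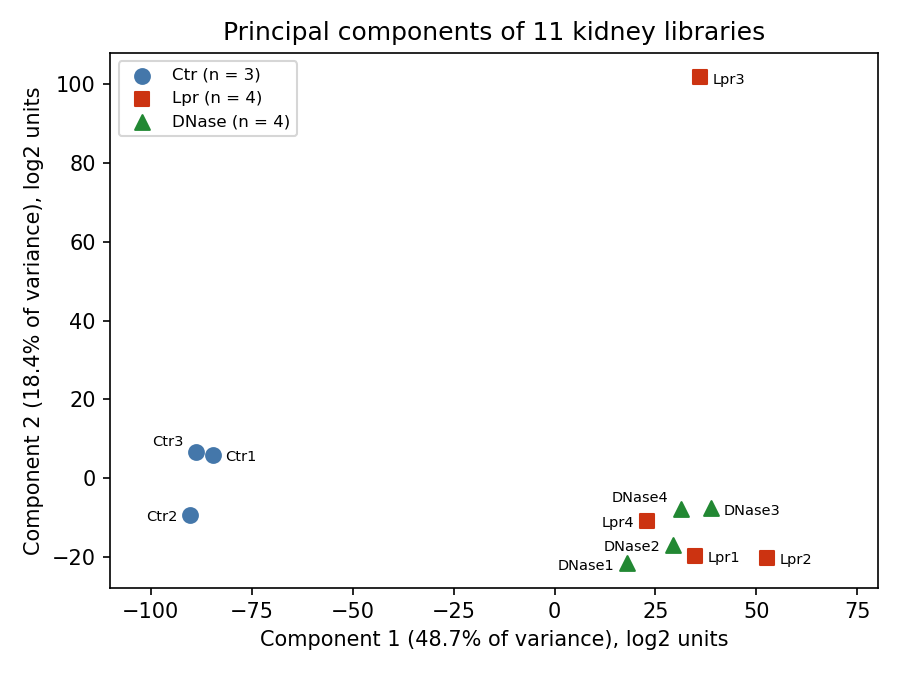
First and second principal components of the 11 kidney libraries, in log2 units, with each point a kidney of Ctr (circles), Lpr (squares) or DNase (triangles). Ctr lies apart on the first component, DNase and Lpr overlap on it, and Lpr replicate 3 stands alone on the second.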

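Gene sets were tested with limma's camera, which compares the genes of a set with all other tested genes, at a preset correlation of 0.01 between genes. Of 58 lists tested between Lpr and Ctr, 34 were higher in Lpr and 6 lower at an adjusted p under 0.05. With the rotation test fry, 30 were higher and 2 lower, and with the correlation estimated for each list 0 lists passed, with 20 at an unadjusted p under 0.05, so the calls of camera hold under fry for most lists and under the estimated correlation for none. Genes of neutrophil granule proteins, 59 of which were tested, had a median log2 fold change of 2.58, with 56 higher and 33 called (adjusted p = 3.36e-35 from limma's camera, 0.00505 from fry). The neutrophil marker list was higher with a median of 2.02 over 9 genes (adjusted p = 0.00215 from limma's camera). Reactome's innate immune system set had a median of 0.24 over 464 genes and 74 called genes, and its adaptive immune system set a median of 0.28 over 377 genes, with 77 called higher, and without Lpr replicate 3 the latter median was 0.17. Larger medians were found in small sets: translocation of ZAP-70 to the immunological synapse had a median of 3.50, with 11 of 11 genes called, and PD-1 signaling a median of 3.18. The paper's neutrophil degranulation term is not in the Reactome collection used, and Reactome identifiers were matched to symbols for 1668 of 1861 genes.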

Functional enrichment analysis using Reactome enrichment analysis indicated that, in addition to being enriched in pathways associated with innate/adaptive immune system activation, the kidney-specific DEGs in the LN mouse model were also significantly enriched in neutrophil activation pathways. Conversely, in the DNase I treatment group, more differentially expressed genes were enriched in pathways associated with metabolism of amino acid and derivatives, extracellular matrix organization, and degradation of the extracellular matrix.

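The same lists were tested between DNase and Lpr kidneys, where 5 lists were higher and 26 lower in DNase by camera. Both fry and the estimated correlation called 0 of the lists, with 4 and 3 at an unadjusted p under 0.05, and the smallest adjusted p of fry over the lists was 0.0549, for striated muscle contraction. A hand-written list of amino acid catabolism genes was higher in DNase, with 33 of 40 genes higher and a median log2 fold change of 0.21 (adjusted p = 1.7e-09 from limma's camera, 0.329 from fry). Reactome's metabolism of amino acids and derivatives had a median of -0.002 over 160 genes (adjusted p = 0.472 from limma's camera, with the direction given as higher). The median was -0.06 without Lpr replicate 2 and 0.08 without Lpr replicate 3. Reactome's extracellular matrix organization set was lower in DNase, with a median of -0.16 over 210 genes (adjusted p = 3.09e-05 from limma's camera, 0.454 from fry). Degradation of the extracellular matrix was also lower, with a median of -0.22 and 73 of 91 genes lower (adjusted p = 1.94e-06 from limma's camera, 0.418 from fry), and its median was -0.39 without DNase replicate 2. Without Lpr replicate 2, the medians were 0.12 for amino acid catabolism, -0.07 for matrix organization and -0.09 for matrix degradation. In scores per kidney, amino acid catabolism was the process list whose DNase and Lpr values did not overlap (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.315).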

**Figure 3:**
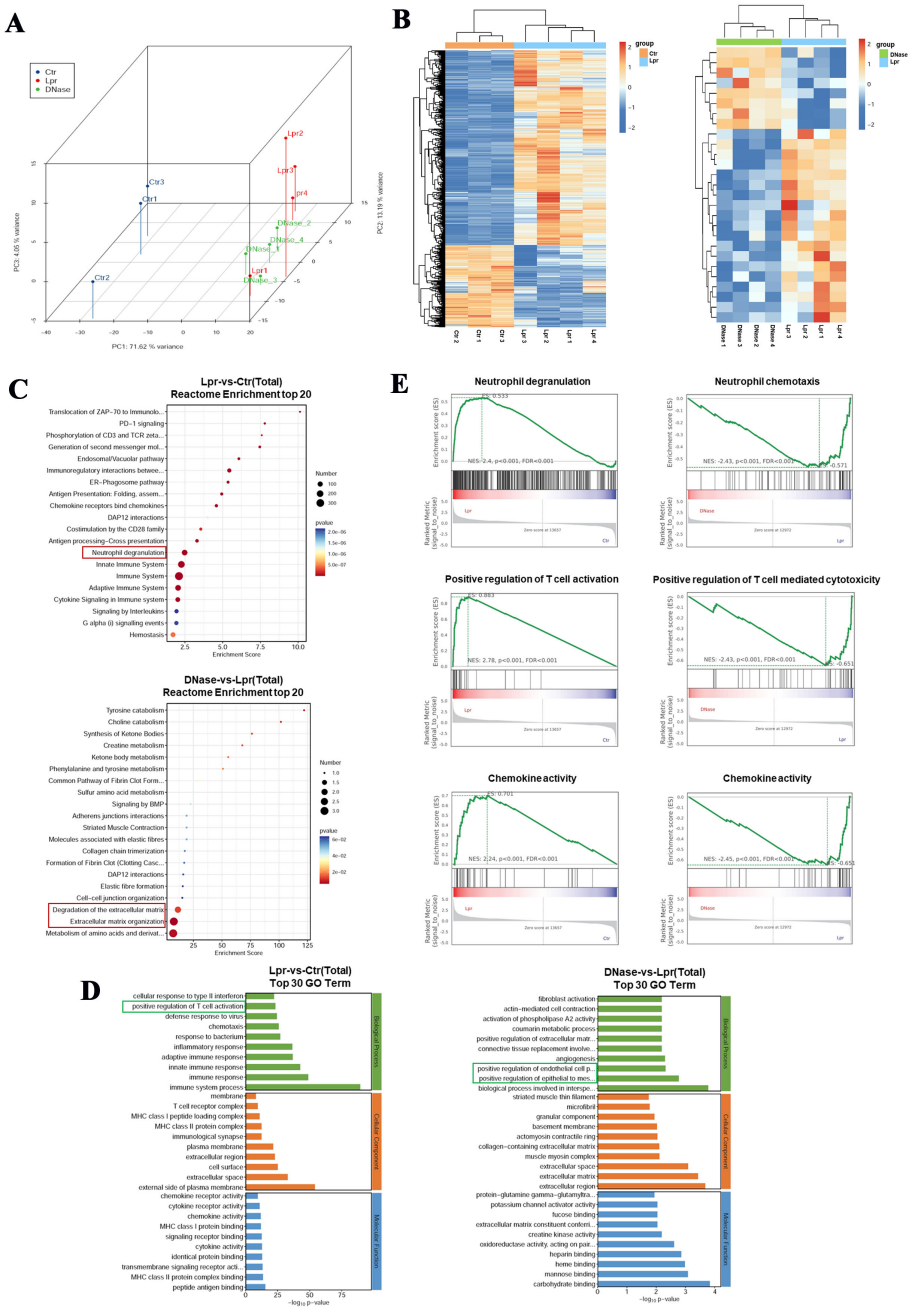
Neutrophils are activated in the kidneys of MRL/lpr mice, and DNase I can inhibit the activation and chemotaxis of immune cells. **(A)** Principal component analysis (PCA) of RNA-seq data from the kidneys of normal control (Ctr), MRL/lpr (Lpr), and DNase I-treated MRL/lpr (DNase) mice at 21 weeks of age. **(B)** Cluster heatmaps of differentially expressed genes between the normal control and the MRL/lpr group, as well as between the DNase I treatment MRL/lpr and the MRL/lpr group. Reactome enrichment analysis **(C)** and Gene Ontology (GO) enrichment analysis **(D)** of differentially expressed genes. **(E)** Gene-set enrichment analysis (GSEA) was used to analyze potential functional enrichments of differentially expressed genes in the kidneys of mice between different groups.

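Lists of genes were written for the processes that the enrichment terms name, since the GO terms themselves were not analysed here. The T cell activation list had a median log2 fold change of 3.20 between Lpr and Ctr, or 3.01 with the genes at the floor set to their bounds, and 69 of 70 genes were higher (adjusted p = 9.91e-55 from limma's camera, 0.00505 from fry). Reactome's cytokine signaling set had a median of 0.43, with 146 of 210 genes higher. Positive regulation of epithelial-mesenchymal transition (EMT) had a median of -0.04 between DNase and Lpr, with 17 of 43 genes higher (adjusted p = 0.397 from limma's camera). The list of repair and epithelial proliferation genes had a median of -0.08, with 14 of 36 genes higher (adjusted p = 0.397 from limma's camera). The EMT list changed to higher in DNase without Lpr replicate 2 (adjusted p = 0.624 from limma's camera), with a median of 0.015, and its median was -0.07 without DNase replicate 2. The repair list changed to higher without Lpr replicate 2 and without DNase replicate 3 (adjusted p = 0.951 and 0.8 from limma's camera), and its median moved from -0.19 without Lpr replicate 3 to 0.04 without Lpr replicate 2. Scores per kidney overlapped between DNase and Lpr for both lists (p = 0.686 and 0.486, exact permutation tests, two-sided).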

Gene Ontology (GO) enrichment analysis further revealed that DEGs in MRL/lpr mice kidneys were predominantly enriched in immune system activation, inflammatory response, and T cell activation pathways, whereas DEGs in the DNase I treatment group were primarily enriched in pathways of EMT positive regulation and epithelial cell proliferation related to damage repair (**Figures 3C, D**). Gene-set enrichment analysis (GSEA) revealed that the responses associated with neutrophil degranulation, T cell activation, and chemokine activity were significantly upregulated in MRL/lpr mice kidneys. 

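Against Ctr, the chemokine ligand genes of Lpr kidneys had a median log2 fold change of 2.64, and 26 of 30 were higher (adjusted p = 3.84e-12 from limma's camera, 0.00692 from fry). The score of the neutrophil granule list was 3.79 ± 0.334 mean log2 CPM (SD, n = 4) in Lpr and 1.70 ± 0.354 (SD, n = 3) in Ctr. The score of T cell activation was 3.11 ± 0.473 (SD, n = 4) in Lpr and 0.40 ± 0.247 (SD, n = 3) in Ctr. In each of these scores, every Lpr kidney was above every Ctr kidney (exact permutation test, two-sided, p = 0.0571, the smallest p that 3 against 4 mice allow). Mpo, which encodes the neutrophil enzyme myeloperoxidase, was counted 179 times in Lpr replicate 3 and 29 times or fewer in every other kidney. Its log2 fold change of 2.02 (adjusted p = 0.387 from edgeR) became -0.16 without this kidney. Elane, the gene of neutrophil elastase, was below the filter, with 39 counts in Lpr replicate 3 and 9 counts or fewer in the other kidneys.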

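In DNase against Lpr kidneys, the neutrophil chemotaxis list had a median log2 fold change of -0.29, with 37 of 49 genes lower (adjusted p = 0.000112 from limma's camera, 0.418 from fry). T cell cytotoxicity had a median of -0.46, with 35 of 40 genes lower (adjusted p = 4.73e-08 from limma's camera, 0.418 from fry). The chemokine ligands had a median of -0.61, with 23 of 29 genes lower (adjusted p = 7.15e-07 from limma's camera, 0.418 from fry). Scores per kidney differed by -0.41 for chemotaxis (p = 0.114), by -0.35 for T cell cytotoxicity (p = 0.143) and by -0.62 for the chemokine ligands (p = 0.114, exact permutation tests, two-sided, 4 against 4 mice). Their adjusted p lay between 0.36 and 0.518. The DNase and Lpr values overlapped in each of these scores. Without Lpr replicate 2, T cell cytotoxicity had a median of -0.17 and a score difference of -0.15. The median of chemotaxis was -0.48 without Lpr replicate 4, and that of the chemokine ligands was -0.98 without DNase replicate 4. The T cell activation list had a median of -0.21, with 48 of 71 genes lower (adjusted p = 0.0383 from limma's camera, 0.77 from fry). Its adjusted p was 0.802 without DNase replicate 1 and 0.0524 without DNase replicate 2, and without Lpr replicate 2 it changed to higher in DNase, with a median of 0.14 and an adjusted p of 0.0723 (limma's camera). Over the 35 splits of the 8 MRL/lpr kidneys into 4 and 4, the real one included, camera called a median of 28 lists and up to 40, against 31 in the real split.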

Following DNase I treatment, neutrophil chemotaxis, T cell-mediated cytotoxicity, and chemokine-related molecular pathways were significantly downregulated (**Figure 3E**). Collectively, these findings indicate that immune cell-related signaling pathways, particularly those involving neutrophils and T cells, were activated in MRL/lpr mice kidneys. Conversely, DNase I treatment inhibited immune cell activation and chemotaxis pathways while promoting renal injury repair pathways.

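How far the treated kidneys stood from Ctr was measured for the genes called between Lpr and Ctr. Of the 743 higher genes among these that were tested in both comparisons, 542 were lower in DNase than in Lpr, with a median log2 fold change of -0.25 against 3.18 between Lpr and Ctr. Of the 182 genes called lower, 79 were tested in both comparisons, and 57 of these were higher in DNase, with a median of 0.27. The filter removes genes that stay low in both DNase and Lpr kidneys, so this share does not stand for all 182. A line through the origin over the 822 genes tested in both comparisons gave a reversal of 6.88% of the Lpr change. The value was 3.86% without Lpr replicate 2 and 10.6% without Lpr replicate 4. Single kidneys were measured otherwise, by log2 CPM minus the mean of the 4 Lpr kidneys, over all 929 called genes. Their values therefore need not average to 6.88%. The 4 DNase kidneys taken one by one gave 10.8%, 2.75%, 0.115% and 3.26% (SD 4.58). The untreated Lpr kidneys, set like these against the mean of the 4 Lpr kidneys, gave 0.53%, -8.3%, 4.06% and 3.71% (SD 5.76). These 4 values sum to 0 by construction, since each Lpr kidney is part of that mean, so their spread and not their level can be set beside the DNase kidneys. Both comparisons use the same Lpr kidneys, which by itself favours a reversal above 0. The 70 ordered splits of the 8 MRL/lpr kidneys had a median reversal of 2.27%, and 16 of them gave a reversal as large as the real one (p = 0.229, exact permutation test, one-sided). The paper concludes from its enrichment results that DNase I inhibits immune cell activation and chemotaxis pathways and promotes repair pathways.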

### 3.4 DNase I attenuated the infiltration of cytotoxic immune cells and down-regulated the expression of molecules associated with inflammatory damage pathway and NETs formation

Our previous studies have demonstrated that immune cell activation and infiltration are critical in mediating renal inflammatory injury in lupus nephritis (23). RNA-seq analyses further indicated that differentially expressed genes in LN kidneys were predominantly enriched in immune cell-mediated inflammation pathways. 

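The TIMER algorithm was not run here. Marker lists of immune cell types were written instead, and a kidney's score for a list was the mean log2 CPM of the list's genes that passed the filter. Scores from marker genes give a relative level of RNA and not a number of cells.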

To investigate the impact of DNase I on immune cell infiltration in the LN mouse model kidney, we employed the TIMER algorithm to estimate the proportions of various immune cell types within the kidney. The results indicated that the numbers of neutrophils, cytotoxic CD8+ T cells, B cells, dendritic cells (DCs), and macrophages were significantly increased in the kidneys of the MRL/lpr mice group compared to the normal control group (Ctr). Conversely, the number of CD4+ T cells was reduced. 

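The score of every one of the 8 cell lists was higher in each Lpr kidney than in each Ctr kidney (exact permutation test, two-sided, p = 0.0571, the smallest that 3 against 4 mice allow, adjusted p = 0.0571). The difference was 1.65 log2 units for neutrophils, 3.48 for CD8+ T cells, 1.37 for B cells, 1.30 for dendritic cells and 2.08 for macrophages. On log2(FPKM + 1) values the B cell difference moved most of these in proportion, to 0.54, and with the median over a list's genes in place of the mean the macrophage difference was 0.95. Without Ctr replicate 2, the B cell difference was 0.82. The pan-T cell list differed by 3.42 and the plasma cell list by 2.25. The Lpr scores had an SD (n = 4) of 0.698 for neutrophils, 0.72 for CD8+ T cells and 0.413 for macrophages.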

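The CD4+ T cell list scored 1.73 ± 0.754 mean log2 CPM (SD, n = 4) in Lpr kidneys and -1.18 ± 0.159 (SD, n = 3) in Ctr kidneys, a difference of 2.91 in favour of Lpr. It stayed between 2.54 and 3.09 with each kidney left out in turn, and it was 0.79 on log2(FPKM + 1) values. In the gene set test, 6 of its 7 tested genes were higher and called, with a median log2 fold change of 4.25 (adjusted p = 3.13e-06 from limma's camera, 0.0198 from fry).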

In the DNase I treatment group, however, the counts of these immune cells were decreased compared with the MRL/lpr mice group, while the number of CD4+ T cells was increased (**Figures 4A, B**). 

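In DNase against Lpr kidneys, the differences were -0.36 for neutrophils (p = 0.4), -0.26 for CD8+ T cells (p = 0.543), -0.48 for macrophages (p = 0.143), -0.11 for dendritic cells (p = 0.4) and 0.27 for CD4+ T cells (p = 0.543, exact permutation tests, two-sided). Their adjusted p lay between 0.572 and 0.719, and DNase and Lpr kidneys overlapped in each of these scores. With each kidney left out in turn, the difference of neutrophils lay between -0.625 (without Lpr replicate 4) and -0.08 (without Lpr replicate 1), and that of CD8+ T cells between -0.55 (without Lpr replicate 1) and 0.04 (without Lpr replicate 2). Dendritic cells lay between -0.18 (without Lpr replicate 4) and -0.04 (without DNase replicate 1), and macrophages between -0.64 (without Lpr replicate 3) and -0.32 (without Lpr replicate 2). The CD4+ T cell score of Lpr replicate 2 was 2.84, against 1.19 to 1.45 in the other Lpr kidneys. Without this kidney the CD4+ T cell difference was 0.64, and without Lpr replicate 3 it was 0.09. The median over the list's genes gave -0.17 for CD4+ T cells, the opposite direction. The B cell score was higher in DNase, at 1.19 ± 0.498 (SD, n = 4) against 0.27 ± 0.224 (SD, n = 4), with no overlap between the groups (p = 0.0286, the smallest that 4 against 4 mice allow, adjusted p = 0.229, exact permutation test). Pan-T cell and plasma cell scores differed by -0.07 and 0.19 (p = 0.914 and p = 0.629, exact permutation tests). Leaving out Lpr replicate 2 changed the pan-T cell difference to 0.20, leaving out DNase replicate 1 changed it to 0.07, and leaving out Lpr replicate 1 changed it to -0.27 and the plasma cell difference to -0.07. The plasma cell difference was 0.39 without DNase replicate 1.

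**Figure D3:**
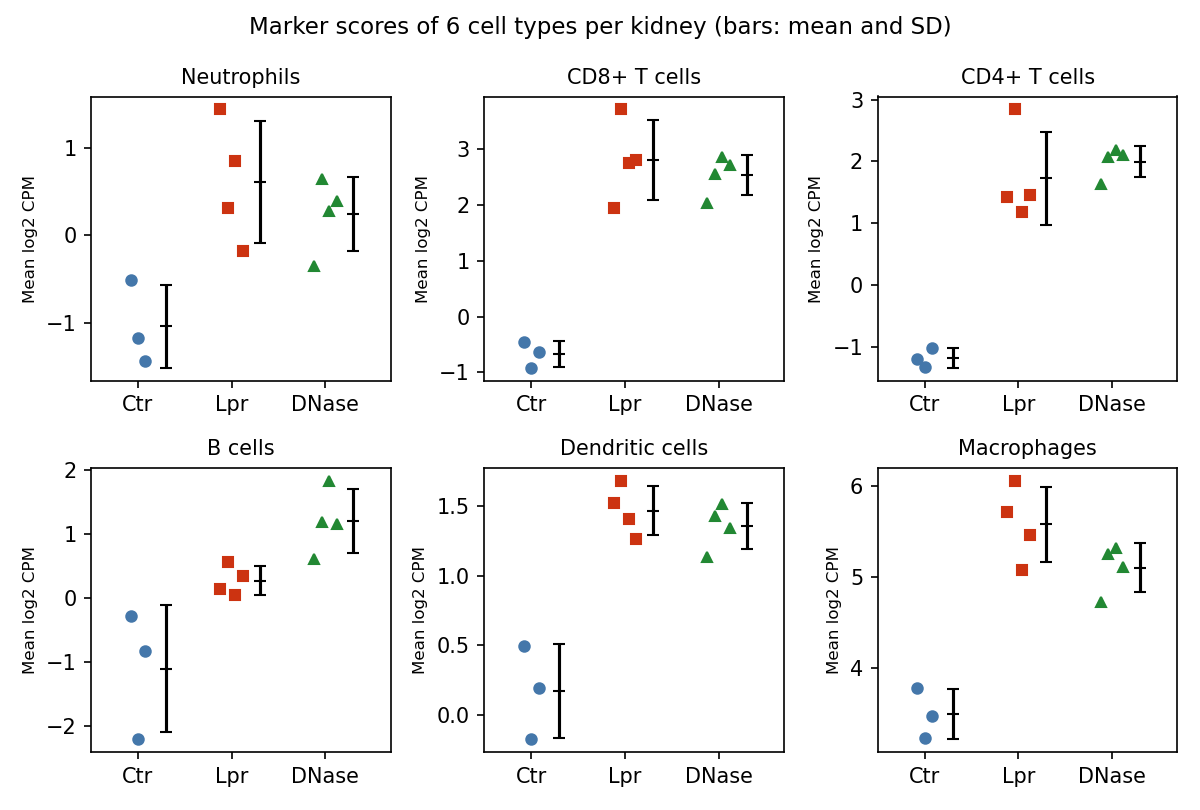
Marker scores of 6 cell types (vertical axes, mean log2 CPM of the list's genes) in each kidney of Ctr, Lpr and DNase, with the mean and SD of each group beside the points. In every panel all Lpr kidneys are above all Ctr kidneys, and DNase and Lpr overlap except for B cells.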

Flow cytometric analysis using CD3, CD4, and CD8 as markers for T cell identification, we observed that the proportion of CD3+CD4+ T cells in the spleen of the MRL/lpr mice group was significantly lower than that of the normal control group, whereas the proportion of CD3+CD8+ T cells was significantly higher. Following DNase I treatment, the proportions of both CD3+CD4+ and CD3+CD8+ T cells in the spleen reverted tended to the normal control group (**Figures 4C, G, D, H**). Additionally, the proportion of CD3-CD19+ B cells in the spleen was significantly increased in the MRL/lpr mice group but significantly decreased following DNase I treatment (**Figures 4E, I**). Moreover, using CD4, CD25, and Foxp3 as markers for regulatory T cells (Tregs), we found that Treg cells, which function as negative immune regulators, were significantly reduced in the spleen of LN model, while DNase I treatment effectively restored their numbers (**Figures 4F, J**).

**Figure 4:**
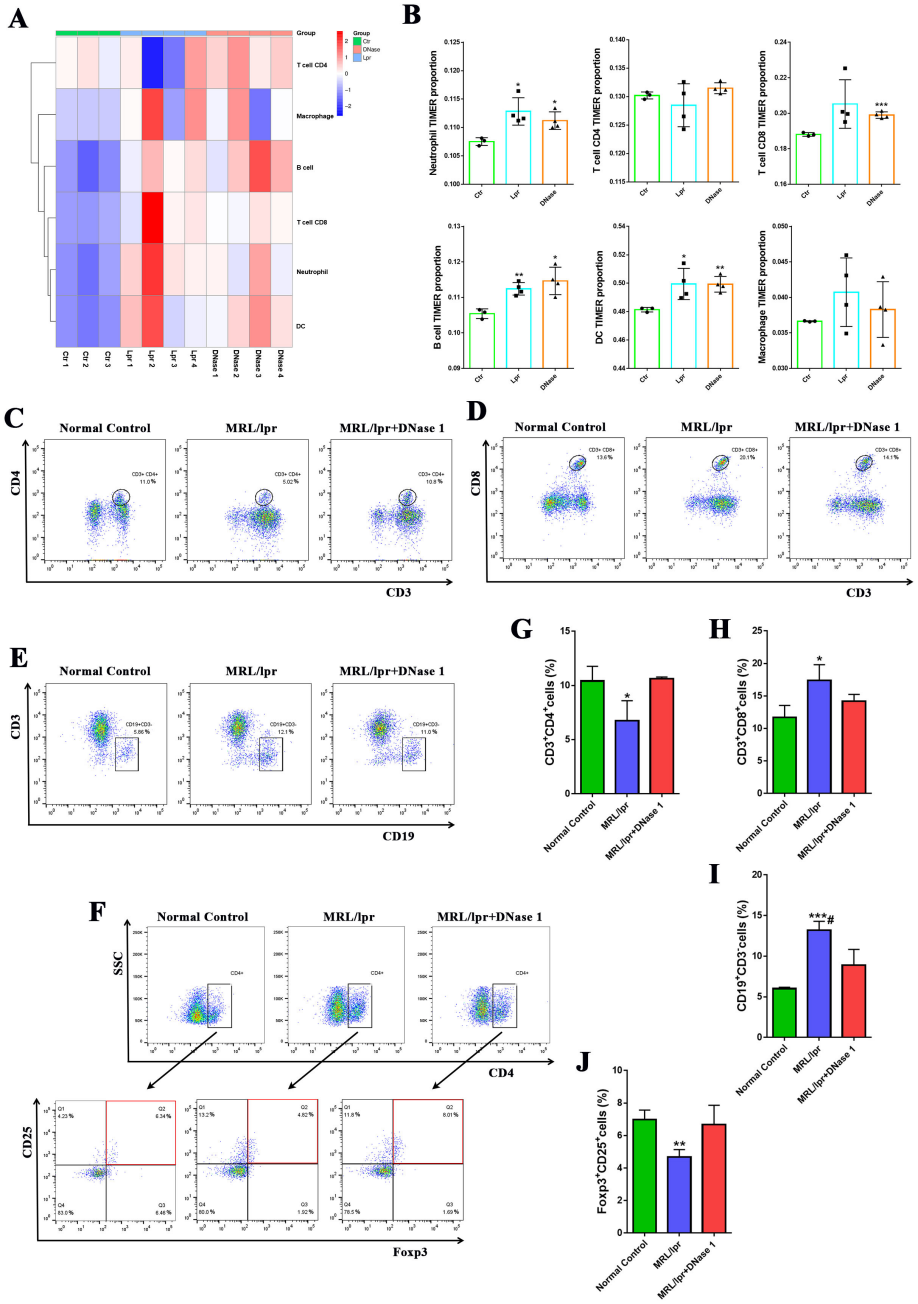
DNase I treatment decreased the number of immune inflammatory cells in the kidneys and spleens of mice in the MRL/lpr model. **(A, B)** The TIMER algorithm was used to assess the proportion of immune cell infiltration in the kidneys of control (Ctr), MRL/lpr (Lpr), and DNase I-treated MRL/lpr (DNase) mice at 21 weeks of age. The percentages of CD3+CD4+ T cell subsets **(C, G)**, CD3+CD8+ T cell subsets **(D, H)**, and CD3-CD19+B cell subsets **(E, I)** in the spleen were quantified using flow cytometry across the normal control, MRL/lpr, and DNase I treatment MRL/lpr group. **(F, J)** Flow cytometric and quantitative analysis of CD4+CD25+Foxp3+ regulatory T cell (Treg) percentages in the spleens of mice from each experimental group were also conducted. Data were expressed as means ± SD for groups of three mice. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. normal control (*t* test). #*P* < 0.05 vs. MRL/lpr mice (Bonferroni correction; two comparisons were made).

The infiltration and activation of immune cells frequently result in inflammatory damage to tissues and organs. DNase I may suppress the expression of inflammatory molecules by regulating the activation of immune cells in LN, thereby mitigating tissue and cellular damage. Real-time PCR analysis revealed that the expression levels of inflammatory factors (IL-1β, TNF-α, IL-6, IL-8, IL-17, and INOS) in the kidneys and spleens of MRL/lpr mice were significantly upregulated compared to those in control mice. However, following DNase I treatment, the expression of these inflammatory genes was significantly downregulated (**Figure 5A**). Additionally, the mRNA expression levels of apoptosis and injury genes (Caspase3, Caspase9, Bax, and Kim1) and the chemokine CCL2 were increased in the MRL/lpr mice group but decreased in the DNase I-treated group. Conversely, the anti-apoptotic molecule Bcl2 was upregulated in the DNase I-treated group. Consistent with the expression of inflammatory factors, molecules involved in inflammatory cell signaling pathways (TLR4, MYD88, and HMGB1), as well as the key molecule for NETs formation, PADI4, were highly expressed in the LN model but significantly downregulated in the DNase I-treated group (**Figure 5B**). RNA-seq gene cluster analysis of the kidneys confirmed that the expression patterns of inflammatory factors, signaling pathway molecules, damage- and apoptosis-related molecules, and chemokines across different groups aligned with the findings from RT-PCR (**Figure 5C**). 

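Figure 5C shows 22 genes of inflammation, signaling and apoptosis in these same kidneys. How these genes were chosen is not stated, so tests on them are not taken as independent evidence. Of these 22 genes, all were higher in Lpr than in Ctr, 13 with an adjusted p under 0.05 over all genes tested and 18 when adjusted over the list alone. For 9 of them the fold change also passed the threshold. Their median log2 fold change was 2.04. In 18 genes the Lpr and Ctr values did not overlap, where chance gives 5.71% of genes. Bcl2 differed by 0.04 (standard error 0.312, adjusted p = 0.953 from edgeR), and its direction changed to -0.06, -0.03 and -0.05 without Lpr replicates 1, 2 and 4. In DNase against Lpr kidneys, 19 of the 22 genes were lower and 3 higher, 0 were called, and 2 had an unadjusted p under 0.05. The smallest adjusted p over the list alone was 0.299. Bcl2 was higher in DNase by 0.39 (standard error 0.267, adjusted p = 0.854 from edgeR), with 24.2 ± 1.64 CPM (SD, n = 4) against 18.5 ± 6.59 CPM (SD, n = 4). Lpr replicate 3 had 8.73 CPM of Bcl2 and the other Lpr kidneys 20.7 CPM or more, and without Lpr replicate 3 the difference between DNase and Lpr was 0.147. Of the genes measured by RT-PCR in the kidney, 13 were tested between Lpr and Ctr and 11 were higher, with Il1b, Tnf, Havcr1 and Ccl2 called. Havcr1, the gene of Kim1, had 135 ± 105 CPM (SD, n = 4) in Lpr and 0.881 ± 0.665 CPM (SD, n = 3) in Ctr, and in DNase its log2 fold change against Lpr was -1.38 (standard error 0.557, adjusted p = 0.854 from edgeR), or -0.71 without Lpr replicate 3. Tnf, whose adjusted p was 0.0425, was no longer past the threshold without any one of Ctr replicates 1, 2 and 3 or Lpr replicates 1 and 2, when its adjusted p lay between 0.0723 and 0.173. Casp12 was no longer called without any one Ctr kidney (adjusted p from 0.0641 to 0.0715) or without Lpr replicate 2 (log2 fold change 1.73), while without Lpr replicate 3 Il1a (adjusted p = 0.00922) and Tlr7 (adjusted p = 0.000889) were called by edgeR. Nos2 (adjusted p = 0.0522) was called without Lpr replicate 3 or 4, with an adjusted p from edgeR of 0.0268 and 0.0359. Casp9 differed by -0.71 and Hmgb1 by -0.50 between Lpr and Ctr, with adjusted p of 0.154 and 0.11. Adjusted over the list alone, these were 0.0339 and 0.0228. Tlr4 was higher in Lpr by 0.88, Myd88 by 0.49 and Padi4 by 2.54, with adjusted p of 0.0988, 0.0993 and 0.0817, or 0.0221, 0.0221 and 0.0219 when adjusted over the list alone. Against Lpr, the DNase kidneys differed by -0.07 for Tlr4 (-0.012 without DNase replicate 4), by -0.13 for Myd88 (-0.069 without Lpr replicate 1), by -0.29 for Padi4 (-0.745 without DNase replicate 2) and by -0.44 for Il1b (-0.80 without DNase replicate 1). Without Lpr replicate 2, Padi4 and Il1b both differed by 0.015, the opposite direction. Of the 13 RT-PCR genes tested between DNase and Lpr, 8 were lower and 5 higher in DNase, and 0 were called. The higher ones were Bcl2, Tnf (0.19), Nos2 (0.04), Casp9 (0.15) and Hmgb1 (0.05). Tnf, Nos2, Casp9 and Hmgb1 each changed direction when some single kidney was left out. Il6 was below the filter, with 28 counts at most, and Il17a is not listed.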

Western blot analysis further validated that the protein levels of pathway molecules TLR4 and MYD88, as well as inflammatory molecules IL6 and INOS, were significantly upregulated in the MRL/lpr mice group, whereas their expression was significantly reduced in the DNase I-treated group (**Figures 5D, E**). Collectively, our results indicate that DNase I could inhibit the expression of inflammatory injury pathway molecules by reducing immune cell infiltration in the kidneys, and simultaneously down-regulate the expression of key NETs-formation molecules and chemokines *in vivo*.

**Figure 5:**
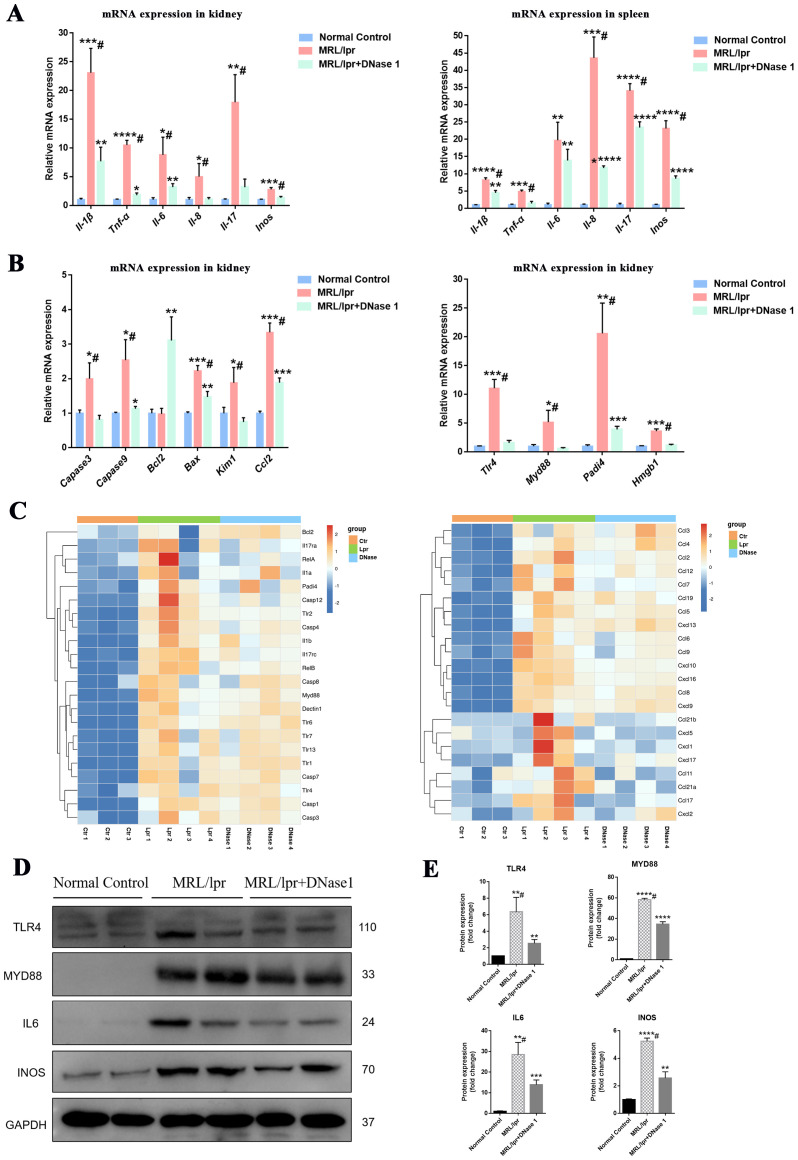
DNase I downregulates the expression of inflammatory damage molecules and NETs-related molecules in the MRL/lpr model. **(A)** qRT-PCR was performed to assess the mRNA expression levels of inflammatory molecules in the kidneys and spleens of normal control, MRL/lpr, and DNase I-treated MRL/lpr mice at 21 weeks of age. **(B)** qRT-PCR was conducted to evaluate the mRNA expression levels of apoptotic molecules, chemokines, and genes associated with NETs formation in kidney tissues from the normal control, MRL/lpr, and DNase I treatment MRL/lpr group. **(C)** RNA-seq data illustrating the expression profiles of inflammatory pathway molecules, damage apoptosis molecules, NETs-associated molecules, and chemokines in the kidneys of normal control (Ctr), MRL/lpr (Lpr), and DNase I-treated MRL/lpr (DNase) mice. **(D, E)** Western blotting was employed to detect and quantify the protein expression levels of TLR4, MYD88, IL6, and INOS in the kidneys of 21-week-old mice from the normal control, MRL/lpr, and DNase I treatment MRL/lpr group. Data were expressed as means ± SD for groups of three mice. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. normal control (*t* test). #*P* < 0.05 vs. MRL/lpr mice (Bonferroni correction; two comparisons were made).

### 3.5 DNase I inhibited NETs formation, regulated inflammatory pathways and the expression of key molecules of NETs *in vitro*

Based on the *in vivo* results, DNase I can attenuate the immune response and alleviate renal inflammatory injury. To further investigate whether DNase I inhibits the expression of inflammatory genes and chemokines by targeting the degradation of NETs, we isolated neutrophils from healthy human donors and treated them with phorbol 12-myristate 13-acetate (PMA), a protein kinase C activator, to induce neutrophil activation and NETs formation *in vitro*. Immunofluorescence staining results demonstrated that PMA-treated neutrophils formed a filamentous network structure, with high expression of myeloperoxidase (MPO) and citrullinated histone H3 (CitH3), which serve as markers of NETs formation. Notably, upon addition of DNase I, the expression levels of MPO and CitH3 were significantly reduced, and the filamentous network structure was markedly diminished (**Figure 6A**).

**Figure 6:**
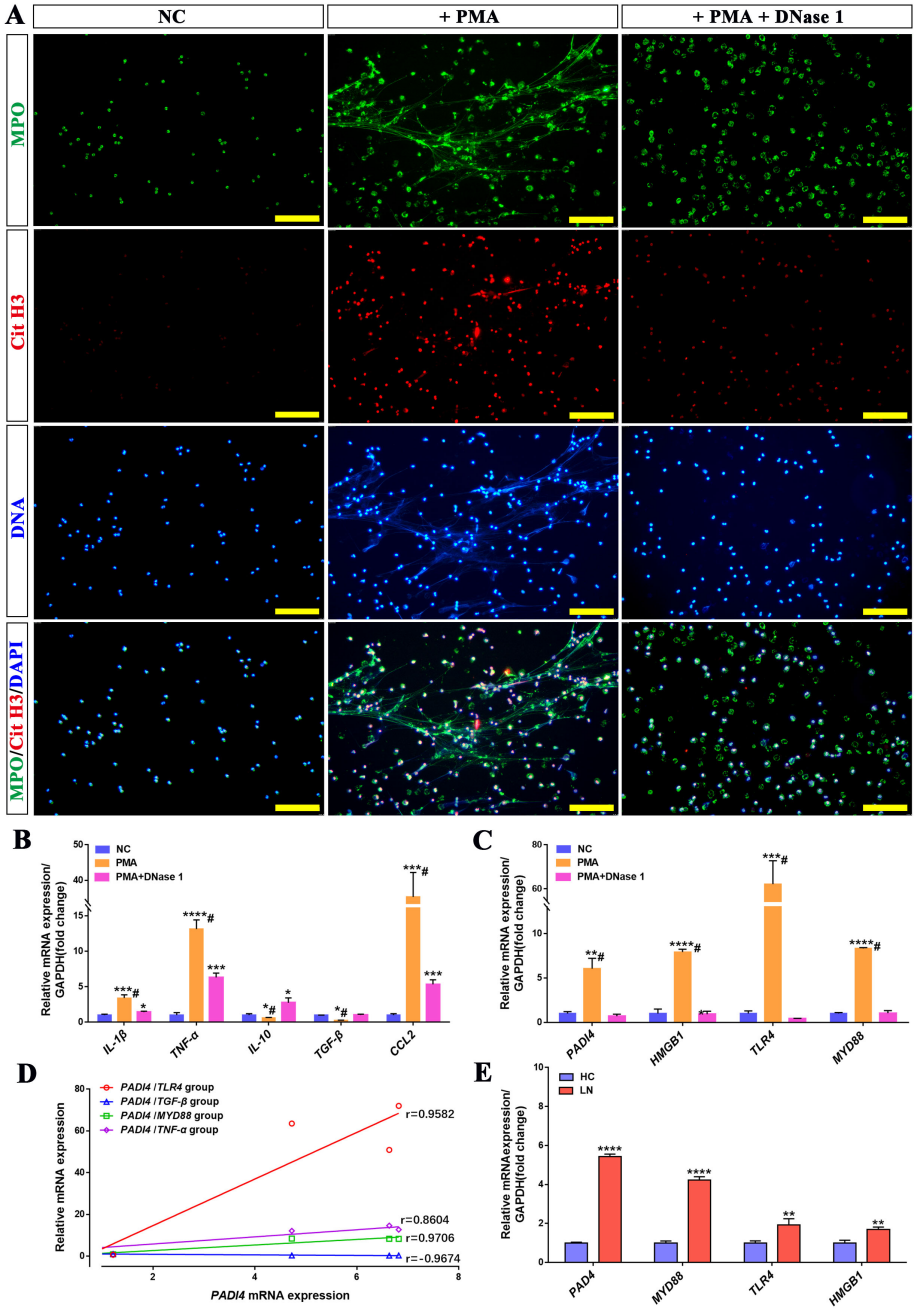
DNase I can reduce NETs formed by activated neutrophils *in vitro* and inhibit the expression of inflammatory molecules and NETs-related genes. **(A)** Immunofluorescence analysis of NETs (MPO in green, Cit-H3 in red, DAPI in blue; scale bar, 100 μm) in PMA-treated neutrophils, PMA + DNase I-treated neutrophils, or normal control (NC). **(B)** qRT-PCR was used to quantify the mRNA expression levels of IL-1β, TNF-α, IL-10, TGF-β, and CCL2 in human neutrophils from the NC, PMA-treated, and PMA + DNase I-treated group. **(C)** The mRNA expression levels of NETs-related molecules, including PADI4, HMGB1, TLR4, and MYD88, were analyzed across the NC, PMA-treated, and PMA + DNase I-treated group. **(D)** The correlation between PADI4 mRNA expression and TLR4, TGF-β, MYD88, TNF-α mRNA expression in neutrophils of different groups (TLR4, p<0.0001; TGF-β, p<0.0001; MYD88, p<0.0001; TNF-α, p=0.0029). **(E)** qRT-PCR was conducted to assess the mRNA expression levels of key NETs-associated molecules—PADI4, HMGB1, TLR4, and MYD88—in peripheral blood neutrophils isolated from healthy controls (HC) and patients with lupus nephritis (LN). Data were expressed as means ± SD for three neutrophil samples. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. NC or HC (*t* test). #*P* < 0.05 vs. PMA-treated group (Bonferroni correction; two comparisons were made).

Compared with the normal control neutrophil group (NC), the expressions of pro-inflammatory genes IL-1β, TNF-α, and chemokine CCL2 were significantly upregulated in the PMA-treated group, whereas the expressions of anti-inflammatory and repair-associated genes IL-10 and TGF-β were downregulated. In the PMA+DNase I group, the mRNA levels of IL-1β, TNF-α, and CCL2 were reduced relative to the PMA-treated group, although they remained significantly higher than those in the control group; conversely, the mRNA levels of IL-10 and TGF-β were increased. Furthermore, PADI4, a pivotal molecule involved in NETs formation, along with inflammatory pathway molecules (TLR4, MYD88, and HMGB1), exhibited robust expression in the PMA-treated group. Notably, their mRNA levels were substantially attenuated in the PMA+DNase I group (**Figures 6B, C**). Correlation analysis further revealed that the mRNA expression of PADI4, was positively correlated with the expression of inflammatory pathway molecules (MYD88, IL-1β, TNF-α) and negatively correlated with the expression of injury repair gene TGF-β. Similarly, the mRNA expression levels of PADI4 and inflammatory pathway molecules (TLR4, MYD88, and HMGB1) were significantly upregulated in neutrophils isolated from LN patients compared to healthy control (HC) neutrophils (**Figures 6D, E**). These results suggest that neutrophils activate and up-regulate the expression of inflammatory pathway molecules, inflammatory genes and chemotactic molecules, and promote the formation of NETs, while DNase I can inhibit the formation of NETs and reduce the activation of inflammatory pathways and immune cell chemotaxis. In addition, the expression of PADI4, an important molecule in the formation of NETs, was positively correlated with the expression of inflammation-related molecules. These molecules were also significantly activated in neutrophils from LN patients.

### 3.6 The expression of key molecules related to NETs and inflammation in MRL/lpr mice kidneys are progressively up-regulated over time, correlating positively with NETs formation in the kidney

PADI4, TLR4, MYD88 and HMGB1 are key molecules closely associated with the formation and function of NETs. We used RT-PCR to evaluate the mRNA expression levels of these genes in the kidneys of MRL/lpr mice at different weeks of age (15 weeks, 17 weeks, 19 weeks, and 21 weeks). Compared with age-matched control mice, the expression levels of PADI4, TLR4, MYD88 and HMGB1 were significantly upregulated, and the fold expression of these genes in MRL/lpr group gradually upregulated with the increase of week (**Figure 7A**). Consistently, immunofluorescence staining demonstrated that the number of MPO+ CitH3+ double-positive cells in the kidneys of 17-week, 19-week, and 21-week MRL/lpr mice was significantly higher than that in normal control mice, exhibiting a gradual upward trend (**Figures 7B, D**). Immunohistochemical staining further revealed that the number of NE- and CitH3-expressing cells in the kidneys of MRL/lpr mice at 17, 19, and 21 weeks of age were significantly increased compared to the normal control group (**Figure 7C**). Correlation analysis further revealed that the mRNA expression of PADI4, TLR4, MYD88 and HMGB1 was positively correlated with the number of MPO+ CitH3+ double-positive cells (**Figure 7E**). Collectively, these findings, in conjunction with the inhibitory effect of DNase I on NETs degradation, suggest that NETs formation in MRL/lpr mice promotes the aberrant expression of PADI4, TLR4, MYD88 and HMGB1, which subsequently induces NETs formation, thereby establishing a closed loop of renal inflammatory injury. DNase I can block the inflammatory damage loop mediated by NETs, and these molecules may serve as potential molecular markers for the formation and function of NETs in LN.

**Figure 7:**
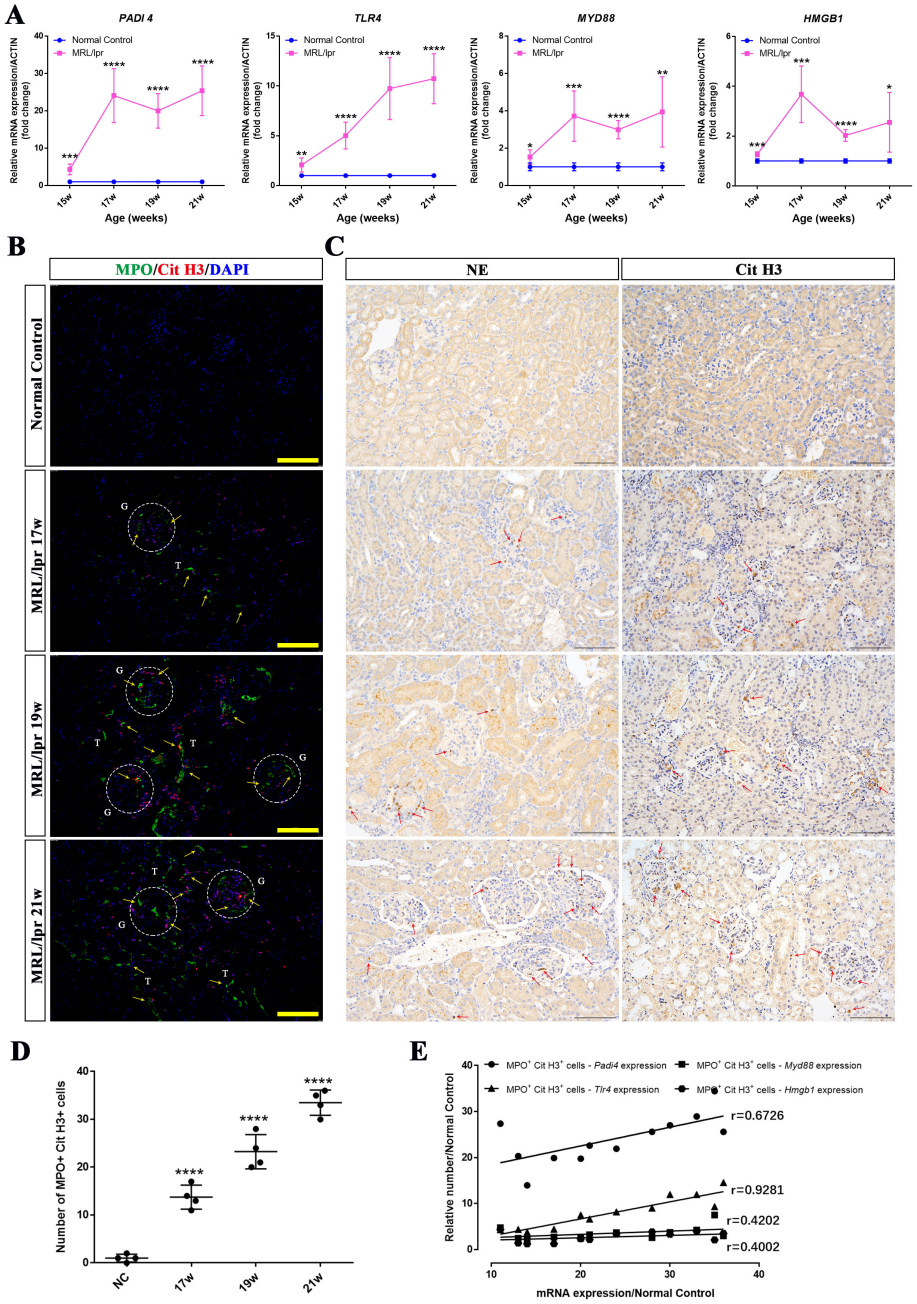
The expression levels of NETs-related molecules were up-regulated in a time-dependent manner and showed a positive correlation with NETs formation in the kidneys of MRL/lpr mice. **(A)** qRT-PCR was performed to measure the mRNA expression of NETs-associated molecules, including PADI4, HMGB1, TLR4, and MYD88, in kidney tissues from normal control (NC) and MRL/lpr mice at different weeks of age (15, 17, 19, and 21 weeks). **(B)** Representative immunofluorescence images of NETs formation in kidney sections are shown (MPO: green; Cit-H3: red; DAPI: blue; scale bar: 100 μm) from both normal control (NC) and MRL/lpr mice at different weeks of age (17, 19, and 21 weeks). Glomeruli was located with capital G and white circle. Capital T indicate the renal tubules. Yellow arrows indicate MPO and Cit H3 double-positive NETs. **(C)** Immunohistochemistry analysis of NE and Cit H3 from the different groups. Red arrows indicate NE or Cit H3 positive cells. (scale bar, 100 μm) **(D)** Scatter plot statistical analysis of the number of MPO and Cit H3 double positive cells in kidney sections of NC and MRL/lpr mice at different weeks of age. **(E)** statistical analysis of the correlation between the number of MPO and Cit H3 double positive cells and the key molecular markers (PADI4, p=0.0165; TLR4, p<0.0001; MYD88, p=0.1738; HMGB1, p=0.1974). Data were expressed as means ± SD for groups of three mice. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 vs. normal control (*t* test). 15, 17, 19, 21W: 15, 17, 19, 21 weeks of mice.

## 4 Discussion

Our current study demonstrated that NETs formed through neutrophil activation in the MRL/lpr mice model induced renal inflammatory damage, consistent with prior findings (26, 27). However, the precise regulatory mechanisms underlying NETs formation and function in LN remain to be fully elucidated. In this study, we identified that NETs enhance the expression of PADI4, a critical molecule in NETs formation, by upregulating key inflammatory signaling pathway components such as TLR4, MYD88, NFκB, IL-1β, IL-6, and CCL2 in neutrophils. This process facilitates the accumulation of NETs and promotes the infiltration of immune and inflammatory cells, including T cells and macrophages, thereby contributing to renal inflammatory injury (**Figure 8**). Furthermore, both our research and studies by other investigators have confirmed that targeted degradation of NETs using DNase I significantly alleviates the onset and progression of NETs-mediated renal injury in LN (23, 28). Consequently, the targeted inhibition of NETs can effectively mitigate renal tissue inflammation in LN, representing a promising therapeutic target for the prevention and treatment of this condition.

**Figure 8:**
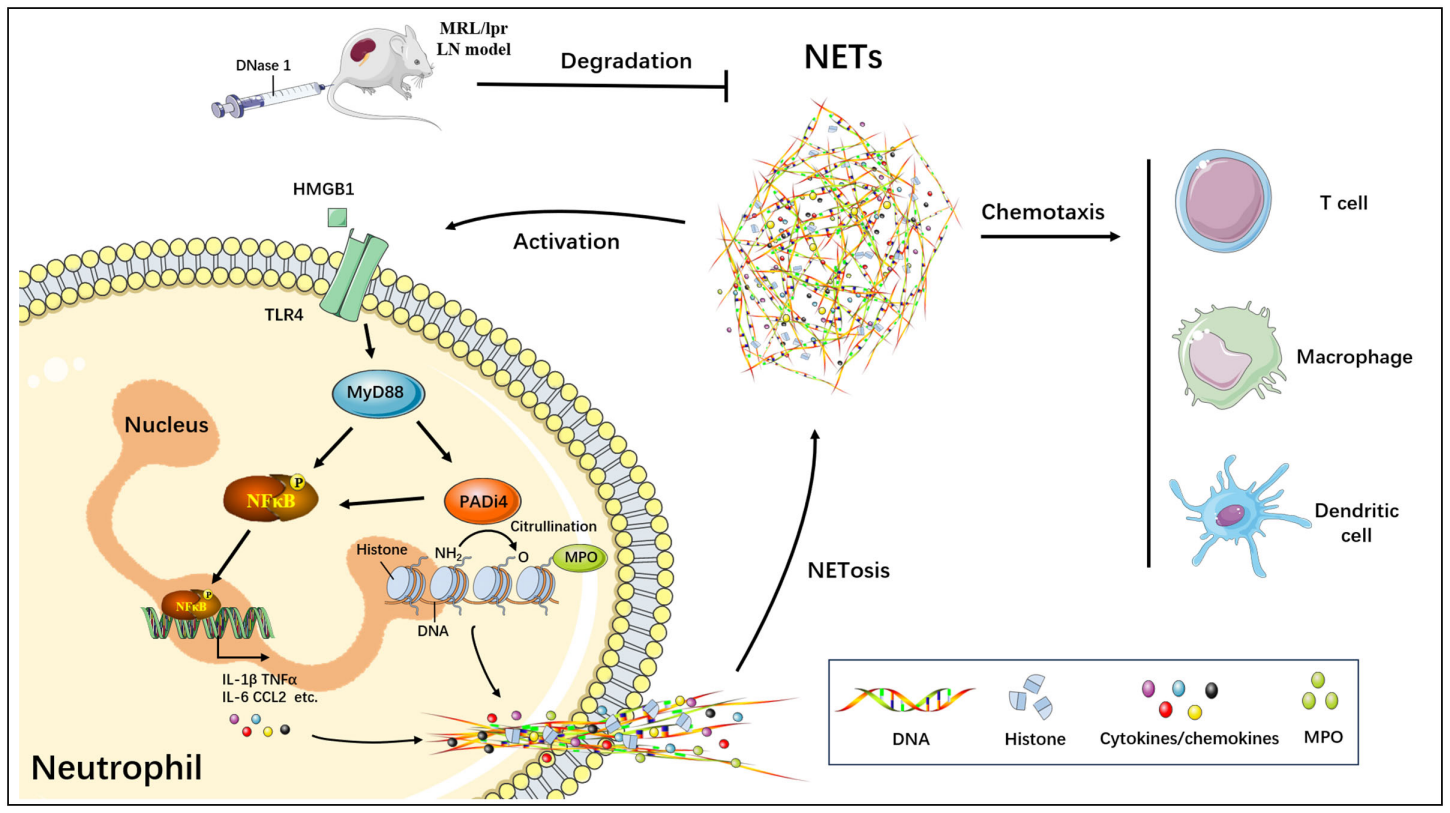
Schematic model of targeted blockade of NETs generation by DNase I and alleviation of NETs-mediated renal inflammatory injury.

Although the presence of DNase I inhibitors and anti-NETs antibodies in patients has impeded the broader application of DNase I in humans (6), as a NETs-degrading enzyme, DNase I has been extensively utilized in animal models of NETs-mediated inflammatory tissue and organ damage (21, 22, 29, 30). Recent studies employing single-cell RNA-sequencing technology revealed heterogeneity in neutrophil pancreatic infiltration in an acute pancreatitis mouse model. Subsequent investigations demonstrated that NETs formed through neutrophil activation induced pancreatic inflammatory damage, while DNase I treatment significantly reduced NETs and ameliorated the inflammatory damage of the pancreas (31). Similarly, in a cerebral cavernous hemangioma animal model, RNA-seq analysis indicated that endothelial cells expressed chemokines that recruited neutrophils to form NETs. Following DNase I treatment, vascular inflammatory lesions were markedly ameliorated (32). Our research team conducted RNA sequencing and analysis on the kidneys of MRL/lpr mice. The findings revealed that the infiltration and activation of immune cells, including neutrophils, as well as the expression of inflammatory, injury-related, apoptotic, and chemotactic molecules were significantly upregulated in the kidney tissue. Conversely, following DNase I treatment, there was a marked reduction in the infiltration and activation of immune cells, along with decreased expression of inflammatory and injury-associated molecules. Additionally, an increase in the expression of anti-apoptotic and repair-related molecules was observed. Furthermore, compared to the model group, the pathway associated with extracellular matrix (ECM) degradation and remodeling was significantly activated in the DNase I-treated group. This phenomenon may be attributed to the ability of NETs to directly interact with ECM components, thereby promoting their remodeling and deposition (33, 34). Consequently, the application of DNase I plays an important role in exploring the mechanism of NETs-induced tissue and organ inflammatory damage in animal models, but the specific mechanism needs to be further studied.

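The injury list, which includes Havcr1, had a median log2 fold change of 1.76 between Lpr and Ctr, with 12 of 13 genes higher (adjusted p = 5.41e-05 from limma's camera, 0.0622 from fry). Without Lpr replicate 2 this median was 1.12. Tubule lists had medians of -0.37 for the proximal tubule, -0.45 for the loop and distal tubule and -0.41 for the collecting duct. Their adjusted p were 0.0222, 0.0797 and 0.00593 from limma's camera, and 0.157, 0.127 and 0.0128 from fry. Scores of the first 2 lists overlapped between Lpr and Ctr (exact permutation tests, two-sided, p = 0.171 and 0.114), and those of the collecting duct did not (p = 0.0571). In Lpr replicate 3, tubule genes fell with gene length, with a slope of -0.76. This kidney also had the lowest proximal tubule score, 8.93. The list of TLR4 and MYD88 pathway genes had a median of 0.23 (adjusted p = 0.268 from limma's camera), or 0.38 without Lpr replicate 3. Its score was higher by 0.33 in Lpr without overlap, where chance separates 5.71% of lists (exact permutation test, two-sided, p = 0.0571, the smallest possible, adjusted p = 0.0897). Reactome's Toll-like receptor 4 cascade was higher in Lpr by a median of 0.19, with 62 of 90 genes higher (adjusted p = 0.0306 from limma's camera, 0.0848 from fry), and by 0.16 without Lpr replicate 3.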

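All 13 tested genes of the injury list were lower in DNase than in Lpr, with a median log2 fold change of -1.17 (adjusted p = 2.82e-08 from limma's camera, 0.418 from fry). The median was -0.54 without Lpr replicate 3. Scores per kidney were 5.25 ± 0.252 mean log2 CPM (SD, n = 4) in DNase and 6.16 ± 0.857 (SD, n = 4) in Lpr, and they overlapped (exact permutation test, two-sided, p = 0.143, adjusted p = 0.3). The podocyte list was higher in DNase without overlap, by 0.34 (exact permutation test, p = 0.0286, adjusted p = 0.172), and the difference was 0.10 without Lpr replicate 3, in which podocyte genes were low. The TLR4 and MYD88 pathway list had a median of -0.03 (adjusted p = 0.349 from limma's camera), which changed to -0.13 with an adjusted p of 0.0327 without Lpr replicate 3 and to 0.001 without DNase replicate 4. The direction given by camera was the opposite without Lpr replicate 2, with an adjusted p of 0.909 from limma's camera. Reactome's Toll-like receptor 4 cascade had a median of -0.05 (adjusted p = 0.185 from limma's camera), or 0.01 without Lpr replicate 2. The medians of the tubule lists were higher in DNase when all kidneys were included. The median was 0.19 for the proximal tubule, with 15 of 17 genes higher (adjusted p = 0.00306 from limma's camera, 0.449 from fry), and 0.08 without Lpr replicate 3. It was 0.29 for the loop and distal tubule, with 8 of 10 genes higher (adjusted p = 0.0038 from limma's camera, 0.418 from fry), and 0.06 for the collecting duct (adjusted p = 0.23 from limma's camera). Without DNase replicate 1 these medians were 0.19 and -0.02, so the collecting duct changed direction. The collecting duct median was 0.19 without Lpr replicate 3. The scores of all 3 tubule lists overlapped (exact permutation tests, two-sided, p = 0.2, 0.2 and 0.629).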

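The hand-written list of genes for extracellular matrix degradation had a median log2 fold change of -0.17 in DNase against Lpr, with 34 of 42 genes lower (adjusted p = 0.000715 from limma's camera). Without Lpr replicate 2 the median was -0.10 and the adjusted p 0.0808. The list of collagens and matrix proteins had a median of -0.36, with 52 of 67 genes lower (adjusted p = 5.77e-09 from limma's camera), and this was -0.57 without DNase replicate 2 and -0.17 without Lpr replicate 2. The scores per kidney overlapped, with p of 0.2 and 0.229 (exact permutation tests, two-sided). Between Lpr and Ctr, the degradation list was higher by a median of 0.27 (adjusted p = 0.0415 from limma's camera). The median was 0.52 without Ctr replicate 1. Its adjusted p was 0.105 without Ctr replicate 2, 0.138 without Lpr replicate 2 and 0.0914 without Lpr replicate 3.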

It is widely recognized that NETs can induce inflammatory damage in various tissue and organ-damaging diseases via multiple mechanisms, including inflammasome activation (35), TLR7 and TLR9 activation through autoantigen complexes such as LL37-DNA (36), promoting macrophage pyroptosis (37), or processing and activation of the IL-36 cytokine (38, 39). In this study, we observed that the mRNA and protein expressions of key inflammatory pathway molecules, including TLR4, MYD88, and IL-6, were significantly upregulated in the kidneys of the LN mouse model, and were down-regulated with the improvement of renal inflammation after DNase I treatment. This led us to concern that the inflammatory injury of nephritis in LN may be closely related to the activation of TLR4/MYD88 pathway mediated by NETs. Previous studies have shown that highly basic histones, as one of the important components of NETs, can bind to TLR4 and trigger inflammatory response, thereby activating downstream signaling pathways to produce proinflammatory cytokines, chemokines and other inflammatory mediators (40, 41). The pro-inflammatory activity of NETs in inflammatory diseases is critically dependent on the activation of MYD88/NF-κB downstream signaling pathways (20). In a recent study investigating NETs-mediated acute lung injury, researchers demonstrated that high mobility group box 1 (HMGB1), a damage-associated molecular patterns (DAMPs), promotes NETs formation via the activation of the TLR4/MYD88 pathway (42). Our findings from animal models, cellular experiments, and patient samples confirmed that the HMGB1 gene was significantly upregulated. Furthermore, histone proteins and HMGB1 function as DAMPs to enhance the activation of PADI4, a key molecule in NETs formation, through TLR4 and TLR9 signaling pathways in ischemic liver injury, thereby facilitating NETs formation (21). Consequently, NETs generated by neutrophil activation in LN may interact with HMGB1 and other molecules to induce the activation of TLR4/MYD88/NF-κB downstream signaling pathways, activate PADI4, and promote the release of inflammatory factors and chemokines, leading to further NETs formation. Ultimately, this process establishes a closed loop of NETs accumulation and sustained inflammatory injury.

Neutrophils become activated and form NETs while releasing chemokines. These chemokines synergize with NETs to promote the infiltration and activation of cytotoxic immune cells into tissues and organs, representing another critical mechanism of NETs-mediated inflammatory injury (43). Neutrophils are capable of producing a diverse array of chemokines, including CCL2, CCL3, CCL4, CXCL8, CXCL1, CXCL9, and CXCL10, which primarily mediate the chemotaxis of neutrophils, monocyte-macrophages, dendritic cells, and other immune cells to sites of inflammatory injury (44, 45). In both patients with lupus nephritis and mouse models, it has been demonstrated that the kidney can induce the infiltration of neutrophils, monocytes, macrophages, T cells, and B lymphocytes, thereby causing tissue inflammatory damage through the expression of various chemokines (46). In our study, analysis of kidney tissue sequencing data using RNA-Seq confirmed the upregulation of multiple chemotactic molecules in MRL/lpr mice. Additionally, real-time PCR revealed increased expression of CCL2 in the kidneys of MRL/lpr mice as well as *in vitro* neutrophil model samples. 

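Figure 5C also shows 22 chemokine genes in these kidneys. How they were chosen is not stated, so tests on them are not taken as independent evidence. Of these, 21 were tested between Lpr and Ctr and all were higher, 15 with an adjusted p under 0.05 over all genes and 18 when adjusted over the list alone. The threshold on the fold change was also passed by 14. Ccl8 had 156 ± 83.8 CPM (SD, n = 4) in Lpr and 2.18 ± 1.35 CPM (SD, n = 3) in Ctr, a log2 fold change of 6.16 (standard error 0.709, adjusted p = 0.00126 from edgeR). Cxcl9 had a log2 fold change of 4.36 (standard error 0.438, adjusted p = 0.000713 from edgeR) and Cxcl10 of 3.31 (standard error 0.413, adjusted p = 0.00173 from edgeR). Cxcl17 was at least 14.3-fold higher. Ccl2 had a log2 fold change of 4.12 (standard error 0.782, adjusted p = 0.0113 from edgeR), with 34.9 CPM in Lpr replicate 3 and 10.4 CPM or less in the other Lpr kidneys, and its adjusted p lay between 0.0534 and 0.0593 without any one Ctr kidney. Ccl7 and Cxcl17 also lost their call without any one Ctr kidney (adjusted p from 0.0574 to 0.0967 and from 0.0947 to 0.151), and Ccl7 without Lpr replicate 1 (0.0567). Ccl12 lost its call without Ctr replicate 2 or 3 (0.0627 and 0.0642) and Ccl6 without Ctr replicate 1 (0.0508). Cxcl1 (adjusted p = 0.122) was called without Lpr replicate 1 (0.0496) and Ccl17 (adjusted p = 0.204) without Lpr replicate 4 (0.0262, all from edgeR). Ccl21b was below the filter. In DNase against Lpr kidneys, 16 of 19 tested chemokine genes were lower, 9 had an unadjusted p under 0.05 and 0 were called. The smallest adjusted p over the list alone was 0.0591. Cxcl1 had the largest change, -2.95 (standard error 0.956), with 13.6 CPM in Lpr replicate 2 and 3.85 CPM or less in every other kidney, and it was -1.56 without Lpr replicate 2. Ccl3, Ccl4 and Cxcl13 were higher in DNase, by 0.41, 0.16 and 0.44, and without DNase replicate 3 Ccl3 and Ccl4 changed to -0.095 and -0.21. Ccl19 changed to 0.048 without Lpr replicate 2 and Cxcl9 to 0.175 without Lpr replicate 1.

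**Figure D4:**
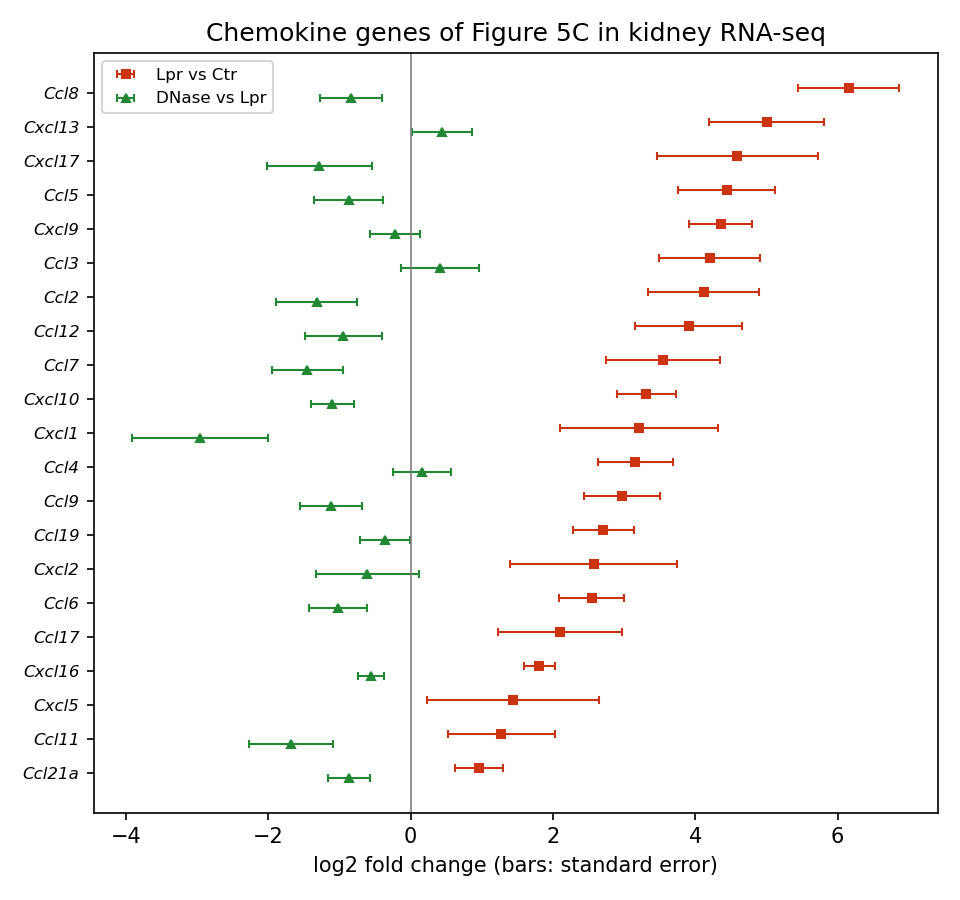
Log2 fold changes (horizontal axis) of the tested chemokine genes of Figure 5C in Lpr against Ctr (squares) and DNase against Lpr (triangles), with bars for the standard error. All 21 genes lie above 0 in Lpr against Ctr, and 16 of 19 lie below 0 in DNase against Lpr.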

Recent studies indicate that CCL2 plays a critical role in the chemotaxis of macrophages and neutrophils in lupus nephritis kidneys (47, 48). In infectious or traumatic diseases, the activation of NETs on other immune cells, including neutrophils, is mainly to increase the cytotoxic ability of immune cells such as phagocytosis and killing (49). Research has demonstrated that the DNA component of NETs activates and polarizes proinflammatory macrophages via TLR9/NF-κB signaling pathways (20). Moreover, NETs containing characteristic granule proteins, such as MPO and HMGB1, can stimulate plasmacytoid dendritic cells (pDCs) to produce antiviral factors (50). The interaction between NETs and T cells, mediated by T cell receptors, lowers the activation threshold of T cells and strengthens specific immune responses (51). Additional studies have confirmed that NETs facilitate T cell recruitment and promote the secretion of cytokines such as TNF, IFN-γ, and IL-6 (52, 53). In addition, the co-culture of exogenous NETs with immune cells can activate Th17 cells and induce inflammatory responses, thereby affecting immune regulation (54). In a recent study on lupus nephritis, the infusion of NETs exacerbated disease progression in a murine model of LN, accompanied by a marked reduction in the number of immunosuppressive regulatory T cells (Tregs). Conversely, treatment with DNase I restored Treg levels and mitigated disease symptoms (28). These findings are consistent with our observations: the numbers of CD4+Foxp3+CD25+ Tregs were significantly diminished in the spleen of MRL/lpr mouse models but were restored following DNase I treatment. In conclusion, chemokines and NETs released in the microenvironment of inflammation-damaged tissues in LN can further intensify inflammation and tissue injury by recruiting and activating cytotoxic immune cells.

More and more evidence indicates that NETs are formed in acute kidney injury, diabetic nephropathy, lupus nephritis, and other diseases, mediating inflammatory damage to the kidney (23, 55, 56). As a classical molecule essential for citrullination during NETs formation, peptidylarginine deiminase 4 (PADI4) is highly expressed in neutrophils and plays a critical role in the pathogenesis of SLE and LN (57). Our study further confirmed that PADI4 was significantly activated in both LN animal models and cellular models, demonstrating a close association with NETs formation. In both acute kidney injury and lupus mouse models, renal neutrophil infiltration and NETs production were markedly reduced, and renal function was significantly improved in PADI4 knockout mice (55, 58). Consequently, PADI4 serves not only as a molecular marker of renal inflammatory injury but also as a key therapeutic target for targeting NETs in the treatment of kidney diseases. In our study, in addition to PADI4, several key markers, including HMGB1, TLR4, and MYD88, were identified as being activated in the kidney following inflammatory injury. These molecular markers are not only highly expressed in neutrophils from the peripheral blood of LN patients and *in vitro* cell models but are also activated in LN animal models *in vivo*. Furthermore, their expression levels exhibit a significant upward trend with disease progression. Additionally, these markers are positively correlated with the formation of NETs in the kidney; however, the underlying mechanism requires further investigation. Nonetheless, these findings corroborate the recently reported strong association between HMGB1 (59–61), TLR4 (20, 62), and MYD88 (63, 64) and the formation of NETs as well as inflammatory damage in other organs and tissues. Moreover, they establish HMGB1, TLR4, and MYD88 as novel molecular markers for NETs-mediated renal inflammatory damage in lupus nephritis, providing new targets for the prevention, diagnosis, and treatment of this condition.

## 5 Conclusions

In conclusion, NETs activated and formed by neutrophils play a critical role in the inflammatory injury process observed in the kidneys of LN mice. In this study, DNase I, a widely recognized NETs inhibitor utilized in research, was employed to suppress NETs production in the kidneys of LN mice, thereby alleviating renal inflammatory damage. Through RNA-seq analysis and molecular detection techniques, we demonstrated that the NETs/TLR4/MYD88 signaling pathway promotes NETs formation and induces the infiltration of immune and inflammatory cells, such as T cells and macrophages, ultimately mediating renal inflammatory injury. Additionally, several molecular markers closely associated with NETs-induced kidney injury were identified (PADI4, HMGB1, TLR4 and MYD88). These findings may offer novel clinical prevention and treatment strategies for lupus nephritis.

## Data Availability

Sequencing data sets have been deposited in the gene expression omnibus (GEO) data repository under the accession number GSE301237.

# Supplementary material for: DNase I alleviates renal inflammatory injury in MRL/lpr mice by inhibiting NETs formation
**Source:** Front Immunol. 2025 Oct 23;16:1656069. doi: 10.3389/fimmu.2025.1656069
**Supplement:** Supplementary file 1

Original blot image

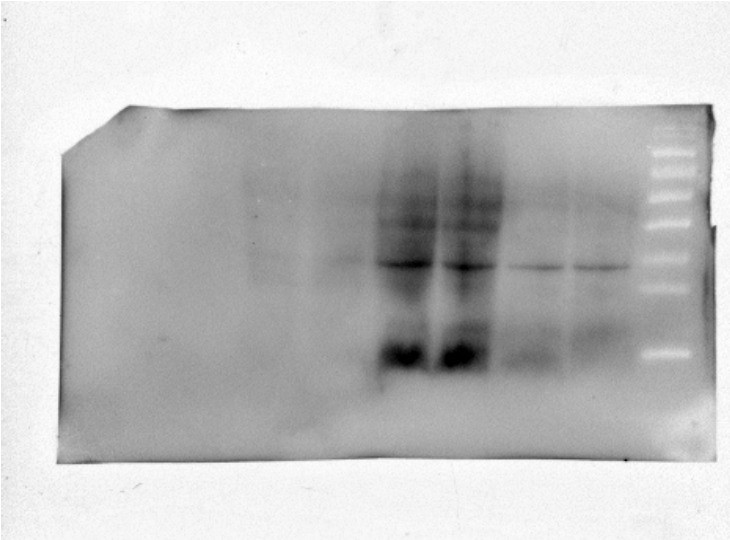

This original blot corresponds to the NE protein detected in Figure 2E.

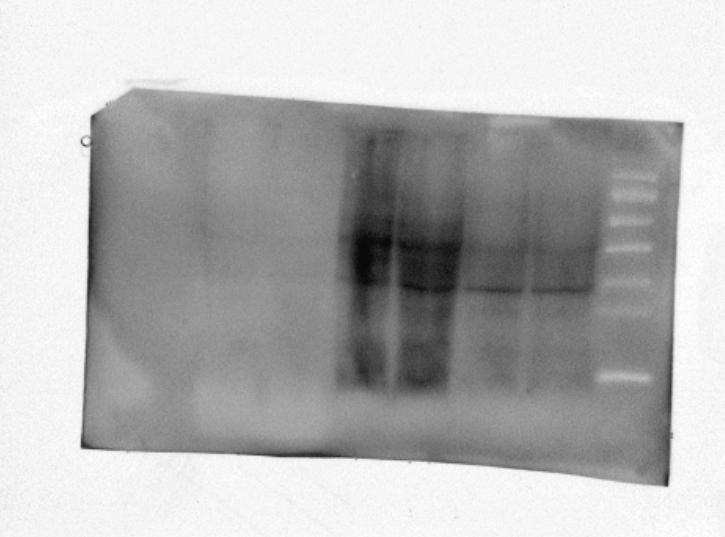

This original blot corresponds to the CitH3 protein detected in Figure 2E.

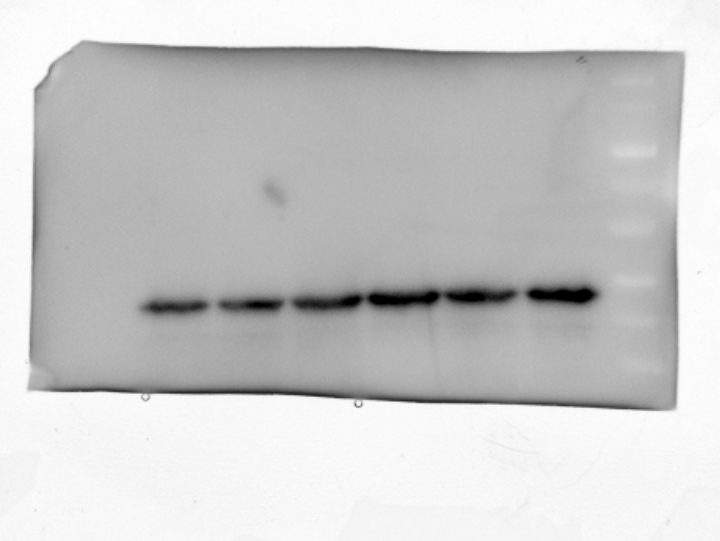

This original blot corresponds to the GAPDH protein detected in Figure 2E.

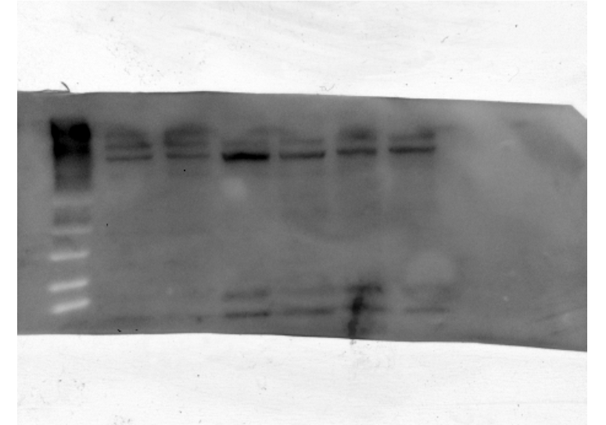

This original blot corresponds to the TLR4 protein detected in Figure 5D.

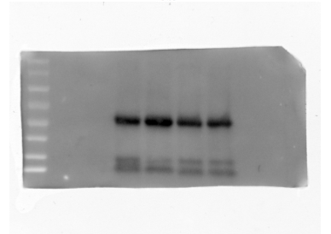

This original blot corresponds to the MYD88 protein detected in Figure 5D.

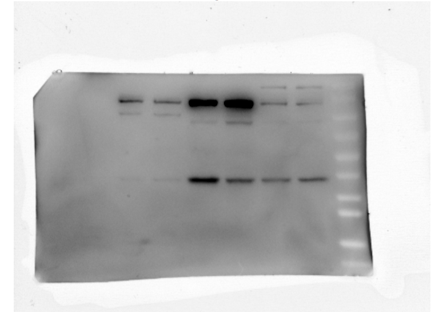

This original blot corresponds to the IL6 protein detected in Figure 5D.

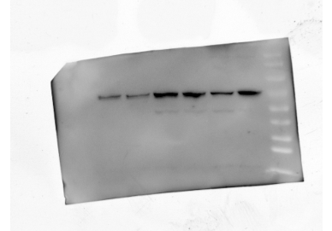

This original blot corresponds to the INOS protein detected in Figure 5D.

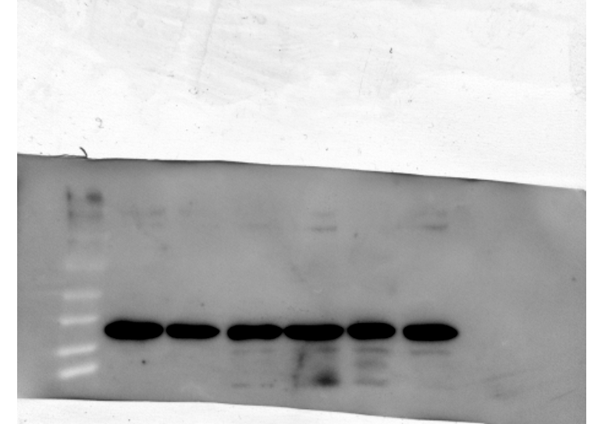

This original blot corresponds to the GAPDH protein detected in Figure 5D.

# Supplementary material for: DNase I alleviates renal inflammatory injury in MRL/lpr mice by inhibiting NETs formation
**Source:** Front Immunol. 2025 Oct 23;16:1656069. doi: 10.3389/fimmu.2025.1656069
**Supplement:** Supplementary file 2

**Table S1.** The primers used for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

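RNA from kidneys of 3 C57BL/6J control mice (Ctr), 4 MRL/lpr mice (Lpr) and 4 MRL/lpr mice given DNase I from week 17 (DNase) was measured at 21 weeks of age, with 1 library per mouse. The gene counts, as deposited by the authors, are whole numbers without normalization from 100 bp paired-end reads, for which the authors name HTSeq. The FPKM values, as deposited by the authors, were made from the same counts, divided by the library total and by a length of each gene. The count divided by the FPKM and by the library total gave the same gene length in all 11 libraries, and this length was used where gene lengths were needed. The paper's text does not name the genome build or the annotation, and genes are listed by symbol. All columns of the files were used, so that the number of unused columns was 0. Of 25677 genes listed, 0 had no count in every library.

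Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Biostrings 2.70.1, and blastn 2.17.0+. Figures were drawn with python 3.11.15 and matplotlib 3.10.9. The groups were compared in pairs with edgeR's quasi-likelihood test, with the libraries of the 2 groups alone in each fit, after filterByExpr and TMM normalization. The paper's methods name DESeq2, which was run as an alternative. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 2. Log2 CPM values used a prior count of 2. A fold change against a group in which every library had 3 counts or fewer is given as a lower bound, computed against 3 counts.

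Principal components were computed from log2 CPM of 16500 genes that passed the filter over the 3 groups, and the separation of DNase from Lpr was tested by an exact permutation test. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 58 lists with at least 3 genes past the filter. The lists were written by hand for processes, immune cell types, parts of the kidney and other tissues, with all chemokine ligands by symbol, and 28 sets came from the Reactome collection in fgsea. Scores per library were the mean log2 CPM of a list's genes and were compared by exact permutation tests, two-sided. The share of the Lpr change that was reversed in DNase is the slope through the origin of one log2 fold change on the other, with its sign changed.

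The tests, the groups, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. The settings added later are named where they are used. The rule named every gene of Figure 5C and of the kidney RT-PCR, Mpo and Elane, with Fas, Xist and Y-linked genes as checks of the labels. It also named, for each comparison and direction, the 5 genes with the largest fold change among those called, with a mean of at least 1 CPM and no overlap between the groups, without predicted genes and antigen receptor segments. Where fewer were called, the genes with the smallest p in that direction were taken, without the minimum of 1 CPM and the rule on overlap.

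Libraries held between 33469858 and 38460873 counts. Counts of the same gene in 2 mice of a group spread more than sampling alone gives, with a chi-square per degree of freedom between 17.5 and 393, so the spread between mice and not the depth sets the precision of abundant genes. The filter removes genes whose counts are too few for a test.

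The procedure was tested on simulated data. Of 200 genes simulated with a log2 fold change of 3 in each comparison, 191 were recovered with 6 false calls between Lpr and Ctr and 199 with 2 false calls between DNase and Lpr. DESeq2 recovered 195 with 9 false calls and 199 with 4. A list of 67 genes shifted by 0.7 was called in both, with 0 and 2 other lists called. In the real kidneys, camera called a median of 32 lists over the 35 splits of the Lpr and Ctr libraries. Over the 35 splits of the DNase and Lpr libraries the median was 28, with the real split included in both. The 0 and 2 of the simulation therefore do not give the rate of false lists of camera in these kidneys. A simulated reversal of 0% was estimated as 2.75% and one of 50% as 48.7%.

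The alternatives changed the normalization, the tool, the filter, the threshold, the libraries in the fit, the replicate number as a block, the robust fit, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.5, the set test, the average over a list, the values behind the components and the linkage of the clustering, and left out each library in turn. GC content and near-identical copies of genes came from a reference set of mouse transcripts matched by symbol. A copy had at least 95% identity over at least 70% of the reading frame. The search for copies was changed from whole transcripts to the longest reading frame after its result was seen.

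The TIMER algorithm, the GO terms and the paper's GSEA ranking were not analysed here. Lists for the adrenal gland and the pancreas had too few genes past the filter and were not tested. No gene positions were used. Results of 1 named gene are not reported here.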

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

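The tests of immune infiltration, of treatment as the whole cause and of gene lists on other splits were chosen only after the result was seen. In groups of 4, a kidney was singled out when its distance to the nearest of the others was most of the group's range. By chance this happens in about 1 in 20 groups, and it happened in 17 of 216 tests over 108 measures, where chance gives 10.8. Lpr replicate 3 accounted for 6 of these, DNase replicate 1 for 5, and Lpr replicate 2, DNase replicate 3 and DNase replicate 4 for 2 each.

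Lpr replicate 3 had a slope of expression on gene length of -0.393 log2 units per doubling of length, where the nearest Lpr kidney had 0.025. Relative to the mean of all kidneys its shortest genes were higher by 1.2 and its longest genes differed by -0.65. Without 161 ribosomal and 92 respiratory genes the slope was -0.389, while that of the other kidneys lay between -0.0441 and 0.0818, which argues against these short genes as the whole cause. With GC content in the regression it was -0.427, over 15563 of 16500 genes, which argues against GC content. Lpr replicate 2 had the highest immune score, 3.73, with a slope of 0.0623, and Lpr replicate 3 ranked 2 with a score of 3.26, which argues against immune cells as the source. The slope was -0.76 in tubule genes, -0.493 in immune genes and -0.386 in genes that did not differ between groups, which is consistent with fewer reads from long transcripts in the whole library. Genes are not independent replicates in these slopes. What led to the loss of such reads was not tested, since no RNA quality values are in the files, and a biological difference of this mouse stays open as untested.

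In the same kidney, the podocyte score was 5.12, against 5.99 in the nearest Lpr kidney, and the liver gene score 1.60 against 0.65. Log2 CPM values far from the other Lpr kidneys were 3.13 for Bcl2 (nearest 4.38), 2.31 for Ccl4 (nearest 1.26) and 5.05 for Rps18-ps4 (nearest 2.52). Whether the length trend of this kidney accounts for these single values was not tested, and a biological difference of this mouse stays open as untested.

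Lpr replicate 2 had the lowest amino acid catabolism score of its group, 6.98 (nearest 7.27), and the highest CD4+ T cell score, 2.84 (nearest 1.45). Its library size of 37170752 counts and its length slope of 0.0623 were within the range of the other kidneys. No explanation was tested for these values.

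DNase replicate 1 had the lowest scores of its group for neutrophil granule genes, 3.07 (nearest 3.60), and neutrophil chemotaxis, 2.14 (nearest 2.63). Its log2 CPM was 4.68 for Casp8 (nearest 5.04) and 3.16 for Tlr1 (nearest 3.69). In this kidney, 11.9% of counts fell on the 10 most abundant genes, against 10.3% in the nearest DNase kidney and between 13.8% and 15.4% in Ctr. The normalization factor of DNase replicate 4 was 1.01, against 1.04 in the others. AA388235 was at -3.62 in DNase replicate 4 and Trim12a at -3.63 in DNase replicate 3, against -4.17 in the other DNase kidneys. Both genes are at the floor of 3 counts or fewer in every DNase kidney, and each of these 2 values comes from a single read pair counted. No explanation was tested for the values of the DNase kidneys.

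The paper does not report a comparison of DNase with Ctr kidneys. Of 16100 genes tested, 734 were called higher and 233 lower in DNase, with 5392 at an unadjusted p under 0.05, where chance gives about 805. Of 35 splits of the 7 libraries, 1 gave as many called genes, the real one, and the other splits gave at most 0. With each kidney left out, the total lay between 869 and 1042. Mybphl was at least 127-fold higher, AI506816 at least 96.3-fold, Cd5l at least 59.4-fold, Fcrl5 at least 45.6-fold and Marco at least 39.5-fold. Fcrl5 had 11.3 CPM in DNase replicate 3 and 2.23 CPM or less in the other DNase kidneys. Trim12a was at least 97.2-fold lower and AA388235 at least 44.6-fold lower, and Serpina1d, Ttr and H2-Q7 had log2 fold changes of -8.02, -6.30 and -6.22. Of these calls, 758 were also among the 929 called between Lpr and Ctr, all with the same sign, and 171 were called for Lpr alone. A difference between these groups was tested directly as DNase against Lpr, with 0 genes called and 886 at an unadjusted p under 0.05. The fold changes of both comparisons correlated across 15871 genes with r = 0.931, where 10 simulations of unchanged groups with shared controls gave 0 shared calls and a median r of 0.577, at most 0.597, from the noise of the controls alone. This simulation was corrected after its result was seen. Genes are not independent replicates in this correlation. Among the gene lists, camera called 38 of 58, and 14 of the 35 splits gave as many, so the number of lists does not set the real groups apart from other splits. Untreated Lpr kidneys differ from Ctr in 758 of these genes with the same sign, which argues against DNase I treatment as the whole cause for them. For these genes strain and disease stay open as untested, and for the other called genes treatment stays open too.

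Interferon-stimulated genes, a list on which the paper does not report, had a median log2 fold change of 1.85 between Lpr and Ctr, with 32 of 33 genes higher and 15 called (adjusted p = 1.86e-21 from limma's camera, 0.018 from fry, 0.162 with the estimated correlation). The median lay between 1.64 and 2.07 with each kidney left out in turn, and 2.07 was the value without Lpr replicate 3. Each of the 4 Lpr kidneys scored above each of the 3 Ctr kidneys (exact permutation test, two-sided, p = 0.0571, the smallest possible). The scores were between 3.27 and 3.33 in Ctr, between 4.54 and 4.64 in DNase, and 5.85, 5.61, 4.51 and 4.83 in Lpr replicates 1 to 4. Camera called 40 of 58 lists between Lpr and Ctr, and 8 of the 35 splits of the 7 libraries gave as many, so the number of lists called is no evidence by itself. Strain and disease are both part of this difference, and neither was tested apart from the other. In DNase against Lpr, 33 of 33 genes were lower with a median of -0.71 (adjusted p = 8.9e-19 from limma's camera, 0.418 from fry). The scores overlapped and differed by -0.62 (exact permutation test, two-sided, p = 0.143, adjusted p = 0.36), or by -0.40 without Lpr replicate 1.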

How the results depend on the processing

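DESeq2 with a threshold of 1 on the log2 fold change, DESeq2 on all 11 libraries, the removal of the length trend and the fat gene score as a covariate were chosen after seeing the data. Tests on other splits of the libraries are given with the results they concern.

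Lpr and Ctr kidneys differed by 747 higher and 182 lower genes. Genes with at least 10 counts in every library gave 366 and 48 of 14019 tested, fewer because low genes leave the test. On FPKM values, limma gave 183 and 30 with 1 added and 483 and 82 with 0.1 added, of 13377 genes tested, where the added value shrinks fold changes of low genes by construction. A threshold of 1 gave 1072 and 368 and no threshold 1169 and 470, larger by construction. DESeq2 gave 901 and 274, with a threshold of 1 it gave 1416 and 571, and on all 11 libraries with that threshold 1583 and 647. For the difference between the tools the cause was not tested. RLE size factors, all genes with at least 1 count, all 11 libraries in 1 fit, the robust fit, the length trend removed and the fat covariate stayed within 1.5 times of both counts. So did the fits that each left out a kidney, with 529 to 751 higher and 132 to 218 lower genes, of which 640 to 854 were shared with the 929 and none changed sign.

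Between DNase and Lpr, 0 genes were called with RLE size factors, both other filters, thresholds of 1 or none, all 11 libraries in 1 edgeR fit, the robust fit, limma on FPKM values, the length trend removed, the fat covariate, and each kidney left out. At an unadjusted p under 0.05 these fits had between 537 and 1618 genes. DESeq2 called 2 higher and 3 lower genes, 6 and 7 with a threshold of 1, and 8 and 16 on all 11 libraries with that threshold, and the cause was not tested.

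DNase and Ctr differed by 734 higher and 233 lower genes. At least 10 counts in every library gave 312 and 83 of 14274 tested, limma 155 and 35 with 1 added and 452 and 97 with 0.1 added, a threshold of 1 gave 1239 and 512, and no threshold 2107 and 1386. DESeq2 called 365 lower genes, and all genes with at least 1 count gave 398 lower genes of 24792 tested. For DESeq2 and for the wider filter the cause was not tested. RLE size factors, all 11 libraries, the robust fit and the length trend removed stayed within 1.5 times, and leaving out each kidney gave 653 to 767 higher and 214 to 342 lower genes.

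The replicate numbers do not pair the mice. Same-numbered mice deviated together with r between -0.277 and 0.159, with a median of -0.0276 over 10 pairs against -0.02 for other pairs, and 1 pair was over 0.1. Genes are not independent replicates in these values. With the replicate number as a block, the calls were 714 and 178 between Lpr and Ctr, 0 between DNase and Lpr (792 at an unadjusted p under 0.05), and 653 and 196 between DNase and Ctr. Under the block Bcl2 differed by -0.158 between Lpr and Ctr, the opposite direction, Tnf was no longer called (adjusted p = 0.0546 from edgeR), and Nos2 was called (adjusted p = 0.0263), and the cause was not tested.

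On log2(FPKM + 1) values limma called 2 of the inflammation and apoptosis genes of Figure 5C, against 9, and 9 of its chemokine genes, against 14, by the same construction. Clec7a (0.027) changed to higher in DNase than in Lpr, and the cause was not tested. Of 60 single genes named for Lpr against Ctr, 29 changed in some setting, 21 to weaker, 6 to stronger and 2 to the opposite direction. Of 58 for DNase against Lpr, 20 changed, 2 to stronger and 18 to the opposite direction. Of 10 for DNase against Ctr, 5 changed to weaker.

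With each kidney left out in turn, Bcl2 between Lpr and Ctr ranged from -0.061 (without Lpr replicate 1) to 0.278 (without Lpr replicate 3) and Mpo from -0.156 (without Lpr replicate 3) to 2.41 (without Lpr replicate 4). The following ranges are log2 fold changes of DNase against Lpr. With the highest value without Lpr replicate 2, Il1a ranged from -0.885 to 0.16, Padi4 from -0.745 to 0.015, Il1b from -0.798 to 0.015, Clec7a from -0.462 to 0.282, Tlr7 from -0.399 to 0.027, Ccl19 from -0.582 to 0.048, Tnf from -0.278 to 0.554 and Nos2 from -0.235 to 1.07. With the highest value without Lpr replicate 1, Casp8 ranged from -0.139 to 0.013, Tlr6 from -0.095 to 0.176, Tlr1 from -0.115 to 0.302, Cxcl9 from -0.408 to 0.175 and Casp9 from -0.059 to 0.262. With the highest value without Lpr replicate 3, Ccl3 ranged from -0.095 to 0.677, Ccl4 from -0.206 to 0.541, Hmgb1 from -0.022 to 0.163 and Mpo from -2.37 to 0.249. The lowest values were those in the opposite direction for Tnf, Ccl3 and Ccl4 (without DNase replicate 3), Tlr1 and Casp9 (without Lpr replicate 3), Tlr6 and Nos2 (without Lpr replicate 4) and Hmgb1 (without Lpr replicate 2). For these 18 genes the cause was not tested.

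By camera 34 lists were higher and 6 lower between Lpr and Ctr, 5 and 26 between DNase and Lpr, and 32 and 6 between DNase and Ctr. With the estimated correlation 0 and 0, 0 and 0, and 1 and 1 lists passed, with 20, 3 and 22 lists at an unadjusted p under 0.05. With fry, 30 and 2, 0 and 0, and 34 and 3 lists passed, with 34, 4 and 40 at an unadjusted p under 0.05. A preset correlation under that of the genes makes camera call more lists by construction. RLE size factors and the length trend removed stayed within 1.5 times. With each kidney left out, the lower lists ranged from 3 (without Lpr replicate 2) to 7 between Lpr and Ctr and from 3 (without Ctr replicate 3) to 7 between DNase and Ctr. Between DNase and Lpr, the higher lists ranged from 4 to 8 (without Lpr replicate 3) and the lower lists from 16 (without Lpr replicate 2) to 33, and the cause was not tested.

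Of 13 lists followed between DNase and Lpr, all changed in some setting, 10 to weaker, 1 to stronger and 4 to the opposite direction (some in more than 1 way), and of 13 between Lpr and Ctr, 9 changed to weaker. Without single kidneys, the adjusted p from camera between DNase and Lpr ranged from 0.000413 (without Lpr replicate 3) to 0.802 (without DNase replicate 1) for T cell activation, from 0.0833 to 0.836 for EMT, from 0.096 to 0.951 for repair and from 0.0327 to 0.909 for the TLR4 and MYD88 list. Without Lpr replicate 2 the direction given by camera changed to higher in DNase for all 4 lists, with adjusted p of 0.0723, 0.624, 0.951 and 0.909 from limma's camera, and the cause was not tested.

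The median over a list's genes gave -0.167 for CD4+ T cells and 0.095 for pan-T cells between DNase and Lpr, both the opposite direction. Leaving out single kidneys gave differences from -0.549 (without Lpr replicate 1) to 0.038 (without Lpr replicate 2) for CD8+ T cells, from -0.273 to 0.201 (the same kidneys) for pan-T cells and from -0.067 (without Lpr replicate 1) to 0.394 (without DNase replicate 1) for plasma cells, and the cause was not tested.

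The first component held 73.9% with the 500 most variable genes, 36.8% with genes scaled and from 43.8% (without Ctr replicate 1 or 3) to 58.6% (without Lpr replicate 3), against 48.7%, and the cause was not tested. The separation of DNase from Lpr stayed over 0.05 in each of these settings, with p of 0.257 or more with all 8 MRL/lpr kidneys and 0.0571 at the lowest without Lpr replicate 4 (exact permutation tests). The reversal of 6.88% was 8.06% without a fold change threshold and 7.15% with RLE size factors, and lay between 3.86% (without Lpr replicate 2) and 10.6% (without Lpr replicate 4) with each kidney left out.

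All planned settings were run. Elane, Il6 and Ccl21b were below the filter in all 3 comparisons and have no test in the main setting. Il6 had between 3 and 28 counts in the Lpr kidneys and 0 in Ctr, so a difference in it is not excluded.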

Differences from the paper's values

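The DESeq2 tests with a threshold of 1, the length trend and the fat covariate were chosen only after the result was seen, and no test was run on the causes of these differences. The paper reports 1265 genes higher in MRL/lpr than in control kidneys, where 747 were called here. Of the alternatives set before the data were examined, DESeq2 (901), all 11 libraries in 1 fit (870), a threshold of 1 on the log2 fold change (1072) and no threshold (1169) came within 1.5 times of the paper's number. RLE size factors (742), all genes with at least 1 count (810), at least 10 counts in every library (366), the replicate block (714), the robust fit (739), limma on FPKM values with 1 added (183) or 0.1 added (483) and each kidney left out (529 to 751) did not. Of the settings chosen after seeing the values, DESeq2 with a threshold of 1 (1416), the same on all 11 libraries (1583) and DESeq2 on all 11 libraries with the threshold of 2 (984) also came within 1.5 times, and removing the length trend (757) or adding the fat score (684) did not. The cause was not tested.

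For genes lower in MRL/lpr kidneys the paper reports 533, where 182 were called here. A threshold of 1 (368) and no threshold (470), both set before the data were examined, came within 1.5 times. DESeq2 (274), all 11 libraries in 1 fit (199), RLE size factors (186), all genes with at least 1 count (233), at least 10 counts in every library (48), the replicate block (178), the robust fit (179), limma with 1 added (30) or 0.1 added (82) and each kidney left out (132 to 218) did not. DESeq2 with a threshold of 1 (571) and the same on all 11 libraries (647), both chosen after seeing the values, came within 1.5 times. DESeq2 on all 11 libraries with the threshold of 2 (292), removing the length trend (194) or adding the fat score (184), also chosen then, did not, and the cause was not tested.

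Between DNase I-treated and MRL/lpr kidneys, the paper reports 8 higher and 19 lower genes, where 0 were called here in either direction and 886 had an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of either number. DESeq2 called 2 higher genes (Pax5 and Ces1b) and 3 lower genes (F13a1, Clec3b and Mchr1), and each other alternative called 0. Of the settings chosen after seeing the values, DESeq2 with a threshold of 1 called 6 higher and 7 lower genes, of which 6 came within 1.5 times of the paper's 8. DESeq2 on all 11 libraries with a threshold of 1 called 8 and 16, within 1.5 times of both, while with the threshold of 2 it called 1 and 2, within 1.5 times of neither. A threshold of 1 on the log2 scale is a fold change of 2, another reading of the rule in the paper's methods. With this threshold DESeq2 on all 11 libraries came within 1.5 times of all 4 of the paper's numbers and DESeq2 on the pairs of groups within 1.5 times of 3, while edgeR called 0 between DNase and Lpr. Which rule the authors applied was not tested. DESeq2 without a threshold, computed after seeing the values, called 10 and 7 genes on the pair of groups and 17 and 26 on all 11 libraries. The length trend removed and the fat covariate, also chosen after seeing the values, called 0. What lies behind these numbers was not tested.

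The third principal component holds about 4% of the variance in Fig. 3A of the paper, read by eye, and 9.32% here. Of the alternatives set before the data were examined, the 500 most variable genes gave 3.85%, within 1.5 times. Genes scaled (9.19%), log2(FPKM + 1) values (7.86%) and each kidney left out (8.04% to 10.4%) did not come within 1.5 times. The paper's first component of about 72% and its second of about 13% in Fig. 3A, read by eye, stand beside 48.7% and 18.4% here, and 73.9% and 12.6% with the 500 most variable genes. The cause was not tested.

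The paper states that the groups are distinct in clustering and in the principal components. The mean distance between DNase and Lpr kidneys was 89 here, against 108 within Lpr and 63.7 within DNase (pseudo-F 1.12, exact permutation test, one-sided, p = 0.257). In the clustering over all tested genes, 2 of the 8 MRL/lpr kidneys fell outside their group, or 3 with average linkage. On the fourth component (6.57% of the variance) the DNase and Lpr kidneys did not overlap.

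The paper states from TIMER, which estimates proportions of cell types, that CD4+ T cells were fewer in MRL/lpr kidneys. The marker score was higher by 2.91 here. This score is a level of RNA in the whole kidney and not a proportion, so the measures differ and both statements can hold. The paper also states from TIMER that the cell types raised in MRL/lpr kidneys fell after DNase I, B cells included. The B cell score was higher in DNase by 0.93 here (adjusted p = 0.229, exact permutation test). It states that pathways of matrix degradation were activated after DNase I, while the list for it had a median log2 fold change of -0.17 and Reactome's set one of -0.22, or -0.10 and -0.09 without Lpr replicate 2, and -0.39 for Reactome's set without DNase replicate 2. It names pathways of EMT, epithelial proliferation and repair as enriched after DNase I, while the medians of these lists were -0.04 and -0.08. They changed to 0.02 and 0.04 without Lpr replicate 2, and to -0.07 without DNase replicate 2 and -0.19 without Lpr replicate 3. It also names amino acid metabolism, for which Reactome's set had a median of -0.002 (0.08 without Lpr replicate 3, -0.06 without Lpr replicate 2), while a hand-written list of catabolism genes was higher by 0.21 (0.12 without Lpr replicate 2).

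The paper reports Casp9 and Hmgb1 as raised in MRL/lpr kidneys by RT-PCR, while their log2 fold changes between Lpr and Ctr were -0.71 and -0.50. It reports Tnf, Nos2, Casp9 and Hmgb1 as lowered by DNase I, while they differed by 0.19, 0.04, 0.15 and 0.05 between DNase and Lpr here, with 0 of them called. The directions of these 4 genes changed without single kidneys, to -0.278 for Tnf without DNase replicate 3, to -0.235 for Nos2 without Lpr replicate 4, to -0.059 for Casp9 without Lpr replicate 3 and to -0.022 for Hmgb1 without Lpr replicate 2.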

Other observations

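The splits of gene lists, the test of ribosomal protein genes without Lpr replicate 3 and both tests of fat tissue were chosen only after the result was seen.

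The 929 genes called between Lpr and Ctr were reached by 1 of the 35 splits of these 7 libraries, the real one. The next largest split gave 26 called genes, and 3 splits gave any. For the 40 gene lists called by camera in the real split, 8 of the 35 splits gave as many, with a median of 32 lists and up to 42. The 886 genes with an unadjusted p under 0.05 between DNase and Lpr were reached by 5 of the 35 splits of these 8 libraries, and the 31 gene lists by 12 of them. Both numbers are consistent with a grouping of these kidneys by chance.

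Because Lpr replicate 3 stands apart, the spread it adds was examined as a reason for the 0 genes called between DNase and Lpr. Without Lpr replicate 3 the number of called genes was 0, with 1618 at an unadjusted p under 0.05, which argues against this kidney alone as the reason. A small effect of the treatment stays open as untested, since the simulated genes had a log2 fold change of 3.

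The genes that differ between Lpr and Ctr moved the opposite way in DNase by 6.88% of the Lpr change. The shared Lpr libraries were examined as the source, and 16 of the 70 ordered splits of the 8 MRL/lpr kidneys gave a reversal as large, which is consistent with the shared libraries as the source. An effect of DNase I of this size stays open.

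Some genes of ribosomal proteins had far fewer counts in Lpr than in Ctr. Rpl21 (log2 fold change -4.97), Rpl29 (-3.12), Rps2 (-3.01), Rpl34 (-2.87), Rpl26 (-2.52) and Rps18 (-2.04) were called, and Rpl35a (-1.85) and Rpl3l (-1.07) were not. These genes were chosen after their values were seen. Over 81 ribosomal protein genes the median was 0.476, with 68 higher and 13 lower and 0 of the higher genes called. Without Lpr replicate 3, in which short genes are high, the median was -0.036, with 35 higher and 46 lower, and with the length trend removed it was 0.19. A fall shared by all ribosomal protein genes would lower this median too. Without this kidney the median is near 0 and the genes go both ways, and it was -0.088 at the lowest with another kidney also left out. This argues against a shared fall as the source of the losses in the called genes. A small shared fall stays open, and the number of ribosomes was not measured. Near-identical copies are listed for 5 of the 8 genes, and all 5 sets of copies were higher, with a median of 0.666, but only 2 of the 5 stayed higher without Lpr replicate 3 (Rpl34 by 3.05 and Rpl35a by 1.11). The copy of Rpl34 had 144 CPM in Lpr and 11.7 CPM in Ctr, and gene and copy together differed by 0.08, so reads moved to the copy in the MRL/lpr strain are a candidate explanation for Rpl34. In the other 4 genes the copies gained far fewer reads than the gene lost. Between Ctr and Lpr, Rps2 went from 668 to 82.8 CPM and its copies from 3.16 to 5.01, Rpl29 from 170 to 19.6 CPM and its copies from 16.0 to 17.4, Rpl35a from 278 to 76.9 CPM and its copies from 0.333 to 1.41, and Rpl21 from 89.4 to 2.86 CPM and its copies from 186 to 198. Reads moved to the listed copies do not account for the loss in these 4. The search listed no copy of Rps18 and so left out the pseudogene Rps18-ps4. This pseudogene went from 0.0637 CPM in Ctr to 12.1 CPM in Lpr, with 33.0 CPM in Lpr replicate 3. Rps18 went from 277 to 67.2 CPM. A lower expression, and reads lost to copies that are not listed, stay open as untested. A strain variant in these genes was not tested.

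Genes of muscle were lower in DNase than in Lpr, by a median log2 fold change of -1.34 with 13 of 15 genes lower (adjusted p = 2.54e-18 from limma's camera, 0.227 from fry). The scores did not overlap and differed by -1.22 (exact permutation test, two-sided, p = 0.0286, the smallest possible, adjusted p = 0.114). Between Lpr and Ctr the median was -0.68 (adjusted p = 0.00746 from limma's camera), or -0.31 without Ctr replicate 1, and between DNase and Ctr it was -2.08 with 9 genes called lower (adjusted p = 1.26e-05 from limma's camera). Reactome's striated muscle contraction set differed by -0.79 between DNase and Lpr (adjusted p = 1.02e-10 from limma's camera, 0.0549 from fry), or by -0.46 without Lpr replicate 3. All 15 genes of the muscle list passed the filter in these kidneys. Myh1 had 8.84 CPM or more in Ctr, 2.77 CPM or more in Lpr and 0.778 to 3.26 in DNase, Acta1 3.51 to 11.3, 3.47 to 5.58 and 0.753 to 2.68, and Pygm between 9.47 and 12.8 CPM in every kidney. With group means removed, the median correlation between 2 muscle genes was 0.614 across the 11 libraries, or 0.85 with the means left in, so muscle tissue taken with the kidney may be a source. It cannot be told apart from an effect of strain or treatment on genes the kidney expresses, because DNase kidneys lie apart from both other groups by this score.

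Genes of fat tissue differed between kidneys of every group. Cfd had 840 CPM in Lpr replicate 3 and 1.77 CPM in DNase replicate 1, and Adipoq 73.5 and 0.276 CPM in the same kidneys. All 10 genes of the list passed the filter between Lpr and Ctr, and the kidneys also express Lpl, at 382 CPM or more, and Fabp4, at 28.1 CPM or more. With group means removed, the median correlation between 2 fat genes was 0.897 and the lowest 0.381. The fat score did not follow the proximal tubule score (Pearson r = -0.024, permutation p = 0.942, Spearman rho = -0.1, permutation p = 0.777, r = 0.281 without the 2 libraries farthest from the median). This is consistent with fat around the kidney taken with it. The fat score ranged from 2.54 to 6.41 in Ctr, from 0.62 to 6.27 in Lpr and from 0.22 to 4.58 in DNase. This spread between kidneys of the same strain and treatment argues against strain or DNase I treatment as the whole cause. The smallest exact permutation p (two-sided) of the fat score over the 3 comparisons was 0.171, in DNase against Ctr. With 3 against 4 mice no p under 0.0571 is possible there, so this test does not exclude a group difference. The list had a median of -0.15 between Lpr and Ctr (adjusted p = 0.24 from limma's camera), -0.85 without Lpr replicate 3 and 0.39 without Ctr replicate 3. Between DNase and Lpr, for 8 of the genes, it was -1.92 (adjusted p = 0.023 from limma's camera, 0.688 from fry) and -3.06 without DNase replicate 2.

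Genes of the liver list had a median of -1.69 between Lpr and Ctr (adjusted p = 6.96e-05 from limma's camera), -0.63 between DNase and Lpr (adjusted p = 0.0383, or a median of -0.11 without Lpr replicate 3) and -1.11 between DNase and Ctr (adjusted p = 1.08e-11). Of 17 genes in this list, 13 passed the filter between Lpr and Ctr, and Alb had 13.6 CPM in Ctr and 4.36 CPM in Lpr. Genes of red blood cells had a median of 0.68 between Lpr and Ctr, 1.37 without Ctr replicate 1. Against the sign of this median, camera gave the direction as lower in Lpr (adjusted p = 0.305 from limma's camera). Between DNase and Lpr their median was -0.52 (adjusted p = 0.0612 from limma's camera), -0.89 without Lpr replicate 4. No explanation was tested for these lists.

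The podocyte list had a median of -0.41 between Lpr and Ctr (adjusted p = 0.107 from limma's camera), -0.19 without Lpr replicate 3, and that of the endothelium one of -0.21 (adjusted p = 0.142), -0.13 without Lpr replicate 3. Between DNase and Lpr the endothelium list differed by -0.05 (adjusted p = 0.993 from limma's camera, with the direction given as higher). The difference was -0.14 without Lpr replicate 3 and 0.02 without DNase replicate 4. Fas differed by -0.01 between Lpr and Ctr. Of genes written down as strain markers, Wdfy1 was higher in Lpr by 2.43 (adjusted p = 0.000521 from edgeR), Glo1 by 0.91 (adjusted p = 0.0436 from edgeR) and Nnt by 0.63 (adjusted p = 0.112 from edgeR), and the others were not listed.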
